# Permissiveness to form pluripotent stem cells may be an evolutionarily derived characteristic in *Mus musculus*

**DOI:** 10.1038/s41598-018-32116-8

**Published:** 2018-10-02

**Authors:** Tiffany A. Garbutt, Thomas I. Konneker, Kranti Konganti, Andrew E. Hillhouse, Francis Swift-Haire, Alexis Jones, Drake Phelps, David L. Aylor, David W. Threadgill

## Abstract

*Mus musculus* is the only known species from which embryonic stem cells (ESC) can be isolated under conditions requiring only leukemia inhibitory factor (LIF). Other species are non-permissive in LIF media, and form developmentally primed epiblast stem cells (EpiSC) similar to cells derived from post-implantation, egg cylinders. To evaluate whether non-permissiveness extends to induced pluripotent stem cells (iPSC), we derived iPSC from the eight founder strains of the mouse Collaborative Cross. Two strains, NOD/ShiLtJ and the WSB/EiJ, were non-permissive, consistent with the previous classification of NOD/ShiLtJ as non-permissive to ESC derivation. We determined non-permissiveness is recessive, and that non-permissive genomes do not compliment. We overcame iPSC non-permissiveness by using GSK3B and MEK inhibitors with serum, a technique we termed 2iS reprogramming. Although used for ESC derivation, GSK3B and MEK inhibitors have not been used during iPSC reprogramming because they inhibit survival of progenitor differentiated cells. iPSC derived in 2iS are more transcriptionally similar to ESC than EpiSC, indicating that 2iS reprogramming acts to overcome genetic background constraints. Finally, of species tested for ESC or iPSC derivation, only some *M. musculus* strains are permissive under LIF culture conditions suggesting that this is an evolutionarily derived characteristic in the *M. musculus* lineage.

## Introduction

Induced pluripotent stem cells (iPSC) are derived from differentiated cells that have been reprogrammed into an undifferentiated embryonic stem cell (ESC)-like state^1^. iPSCs offer a potentially unlimited source of patient-specific ESC-like cells that could be readily used for both research and therapeutics. However, the influence of genetic background on the ability of differentiated cells to be reprogrammed into iPSC has not been adequately explored. In mice, iPSC are generally derived from mouse embryonic or tail tip fibroblasts from transgenic mice of undefined or hybrid genetic backgrounds^1–8^. Few studies have used fibroblasts from inbred strains^9–11^, and even fewer studies have compared the permissiveness of differentiated cells from different inbred strains to be reprogrammed into iPSC^12^.

Derivation of pluripotent ESC from defined genetic backgrounds suggests that permissiveness to establishing pluripotency may be genetically determined^13–16^. The ability to derive naïve ESC from the inner cell masses (ICM) of pre-implantation blastocysts appears restricted to select permissive strains of mice. Examples of such permissive strains come from the 129S1/SvImJ background from which ESC were first derived. In contrast, in non-permissive strains of mice or any other species attempted, ESC cannot be derived under standard culture conditions. For non-permissive mouse strains, the earliest pluripotent stem cells that can be captured *in vitro* are epiblast stem cells (EpiSCs), derived from the post-implantation egg cylinder stage of development^17^. For most species including humans, bovine, equine, rats and deer mice, cells isolated from ICM of blastocysts or through reprogramming of differentiated cells more closely resemble the later more developmentally primed EpiSC state than the early pre-implantation ESC state in the absence of specific growth factors or pathway inhibitors^17,18^, suggesting that permissiveness may be an evolutionarily derived characteristic in *Mus musculus*.

*M. musculus* is the only known species with distinct permissive and non-permissive strains and therefore can be used to investigate the genetic basis of permissive and non-permissive states. Here we used eight genetically diverse inbred strains (five classical laboratory strains (129S1/SvImJ, NOD/ShiLtJ, A/J, C57BL/6J, and NZO/H1LtJ) and three wild-derived strains (WSB/EiJ, PWK/PhJ, and CAST/EiJ) to investigate the effect of genetic background in establishing ESC-like iPSCs. These strains represent three distinct mouse subspecies and capture about 90% most of the known genetic variation in mice^19^, a level comparable to the genetic variation found in human populations. These eight strains are also the founder strains of the recombinant inbred Collaborative Cross (CC) genetic reference population^20–22^, a genetically diverse, random, statistically powerful, and reproducible platform to investigate the genetics of mammalian traits^23,24^. An alternative, more genetically diverse outbred population called the Diversity Outbred (DO) population was also created based on these eight parental strains^25^.

The potential to create a genetically diverse iPSC panel from either of these populations would be invaluable to investigate the effects of cell based treatments in a genetically heterogeneous population. For example, the efficacy of a drug treatment could be tested *in vitro* using iPSC derived from a variety of genetic backgrounds. Although there have been no published attempts to generate iPSCs from the CC or the DO, knowledge of the inability of some of the founder strains to form ESCs suggests variability in the permissiveness of these strains. For example, sub-strains of 129, such as the 129S1/SvImJ readily form ESC^13–16^. The C57BL/6J strain is considered refractory but still permissive compared to 129 backgrounds because colony formation and germline transmission is less efficient, and cells from C57BL/6J are more likely to lose pluripotency^13,14^. Even more unfavorable is the NOD/ShiLtJ genetic background, which has been found to be non-permissive to ESC derivation in standard conditions and instead readily forms EpiSC-like cells^18^. No information is available on the ability of the five remaining CC founder strains to form ESC. In this study, we investigated all eight founder strains and found that two were non-permissive to iPSC derivation under standard conditions. The inability of two of these strains to form iPSC under standard conditions is predictive of a larger genetic background effect that could re-appear in offspring populations of the CC or the DO, thereby severely limiting the ability to conduct genetic research in cell-based systems. In this study, we characterized the non-permissive phenotype; and in response to the need to reprogram cells from diverse backgrounds, developed a novel approach to overcome the limitations imposed by non-permissive genetic backgrounds on iPSC derivation.

## Results

### NOD/ShiLtJ and WSB/EiJ are non-permissive to iPSC derivation

We evaluated the effect of genetic background on iPSC derivation using *Oct4, Klf4, Sox2*, and *Myc* in five classical laboratory strains (129S1/SvImJ, NOD/ShiLtJ, A/J, C57BL/6J, and NZO/H1LtJ) and three wild derived strains (WSB/EiJ, PWK/PhJ, and CAST/EiJ), that are the eight parental strains of the CC^19^.

Six of the eight tested strains, 129S1/SvImJ, C57BL/6J, PWK/PhJ, CAST/EiJ, A/J, and NZO/H1LtJ readily formed ESC-like iPSC from mouse embryonic fibroblasts (MEF) using standard techniques (Fig. 1A–F). The iPSC colonies derived from these strains were three-dimensional and could easily be expanded from single cell suspensions using trypsin, an enzyme frequently used to passage ESC-like cells. Slight differences in colony shape were observed when the colonies were transferred from an inactivated MEF feeder layer to gelatin-coated plates, suggesting differential differentiation propensities among the strains. However, when grown on an inactivated MEF feeder layer, iPSCs from all six strains formed dome shaped colonies that maintained ESC-like in morphology over many passages. Despite being permissive, variation in the efficiency of deriving iPSC colonies was observed among the permissive strains (Fig. 1G).

**Figure 1:**
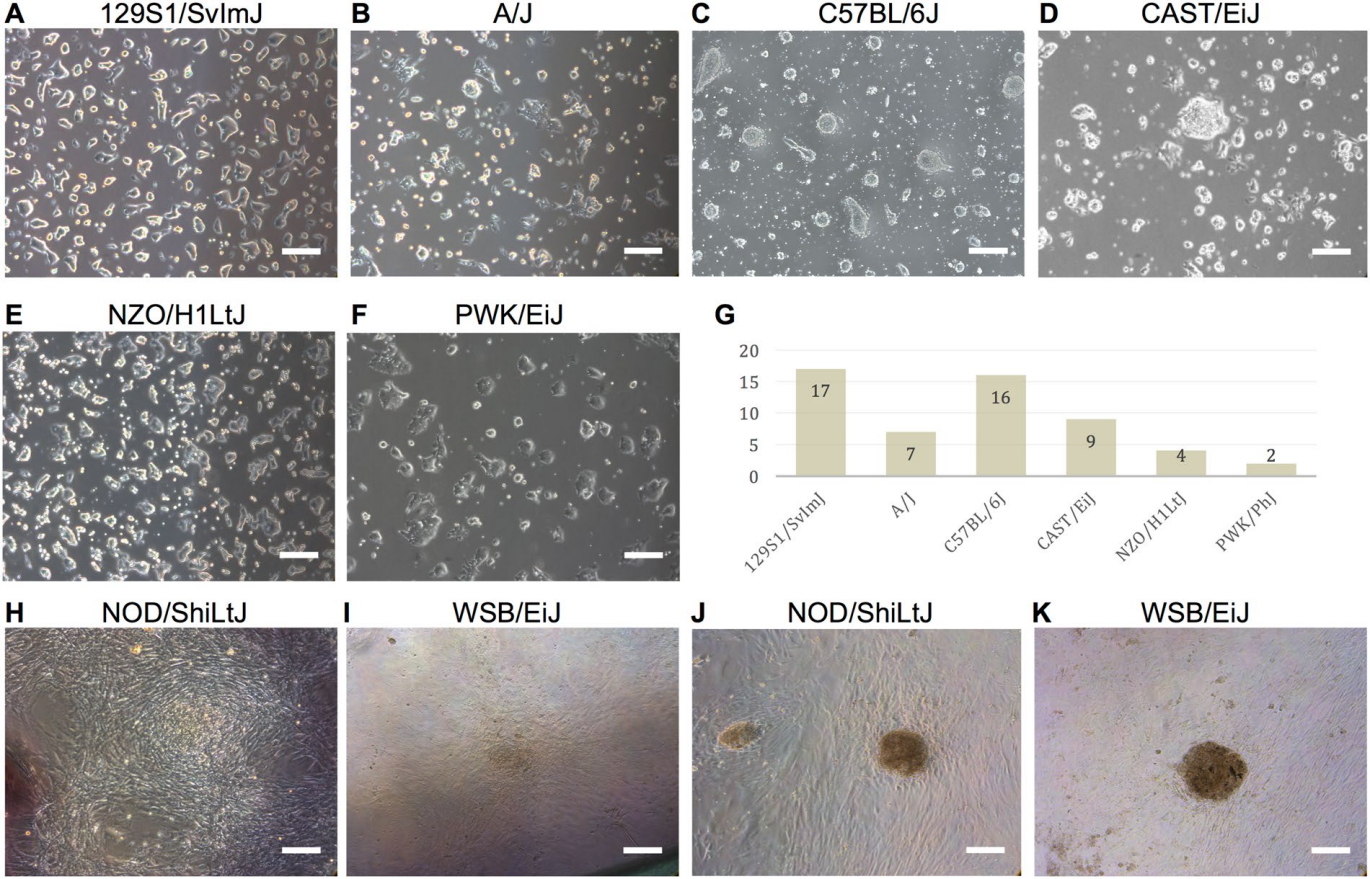
ESC-like iPSC were derived from six diverse inbred mouse strains. (**A**–**F**) The iPSC are three-dimensional dome shaped colonies that were expanded as single cells using trypsin and grown on a gelatin coated tissue culture plate. Slight differences in colony morphology were observed on gelatin. (**G**) Genetic background affected the number of iPSC derived. 129S1/SvImJ, C57BL/6J, and CAST/EiJ backgrounds produced the most iPSC. A total of 6 × 10^5^ fibroblasts were reprogrammed for each strain, with the total number of initial iPSC-like colonies subcloned from the reprogramming noted for each strain. (**H,I**) NOD/ShiLtJ and WSB/EiJ iPSC emerged as a flattened colony on the same plane as the surrounding MEF. (**J,K**) Selected NOD/ShiLtJ and WSB/EiJ iPSC were passaged manually or with collagenase type IV. The colonies retained a flattened morphology and could not be expanded even as cell clumps. All colonies showed signs of differentiation (brown color) and died within several passages. Scale bars represent 200 μm.

In contrast, WSB/EiJ and NOD/ShiLtJ strains formed iPSC with flat morphologies (Fig. 1H,I). Following initial induction, eleven WSB/EiJ iPSCs and thirteen NOD/ShiLtJ iPSC colonies were selected for expansion, but none were capable of being passaged with trypsin and all differentiated or died within a few passages. The experiment was repeated and cells were passaged as cell clumps manually or with collagenase type IV, an enzyme used for passing EpiSC, but again all colonies differentiated and died within several passages (Fig. 1J,K). The inability of two inbred mouse strains to from ESC-like iPSC colonies suggests that genetic background plays a critical role in the success of iPSC derivation similar to ESC formation.

A previous study reported the derivation and maintenance of ESC-like iPSC from the NOD/ShiLtJ background could be achieved using ectopic expression of *Klf4* and *Myc*^9^. NOD/ShiLtJ MEF were infected with doxycycline inducible lentiviral vectors, each separately encoding one of the four iPSC transcription factors. The derivation and maintenance of NOD/ShiLtJ iPSCs was found to be dependent on continual ectopic expression of *Klf4* and *Myc*, consistent with previous reports. We suspect that we were unable to overcome the non-permissiveness of NOD/ShiLtJ and WSB/EiJ iPSC because of insufficient ectopic expression of *Klf4* and *Myc*.

### Non-permissiveness is recessive and non-complementing between non-permissive strains

The NOD/ShiLtJ genetic background is a well-documented non-permissive strain^9,17,26^. To characterize the inheritance pattern of the NOD/ShiLtJ non-permissive iPSC phenotype, we reprogrammed MEF from 129S1/SvImJ x NOD/ShiLtJ and NOD/ShiLtJ x 129S1/SvImJ F1 hybrids. iPSC colonies derived from the reciprocal F1 hybrids were three-dimensional, dome shaped colonies that could be readily expanded through single cell suspensions using trypsin (Fig. 2A,B,D,E), indicating that iPSC derived F1 hybrids are ESC-like in nature when cultured in ESC standard conditions. Furthermore, both reciprocal F1 hybrid iPSCs stained uniformly positive for the cell surface ESC marker PECAM1 (Fig. 2C,F). Altogether, the ability to derive ESC-like iPSC from F1 crosses between the NOD/ShiLtJ and 129S1/SvImJ strains suggests that the non-permissive iPSC phenotype is recessive to permissiveness regardless of maternal inheritance.

**Figure 2:**
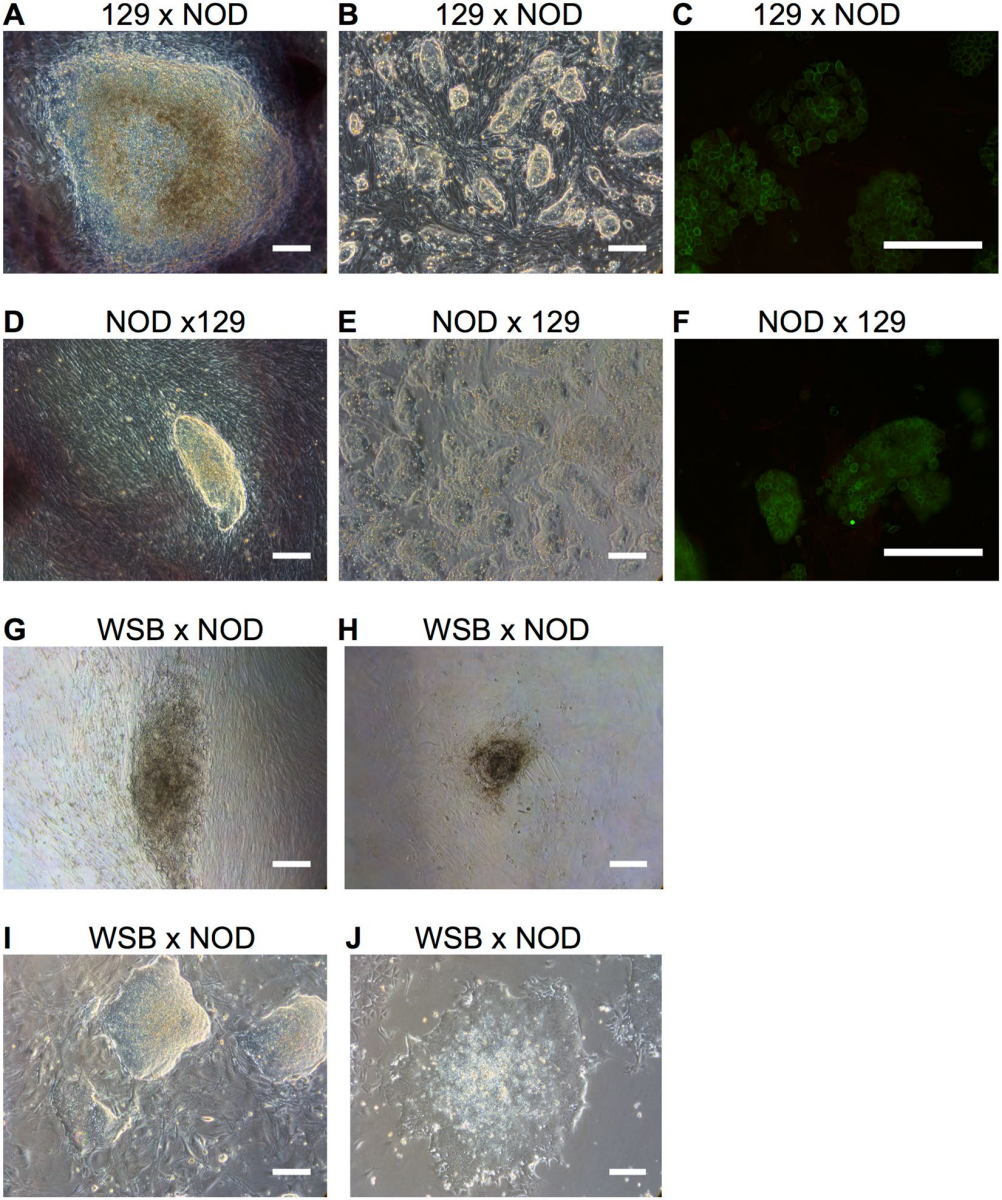
The non-permissive NOD/ShiLtJ phenotype is recessive to permissive 129S1/SvImJ. (**A,D**) Emerging iPSC were three-dimensional ESC-like colonies. (**B,E**) F1 iPSC were expanded as single cells using trypsin. (**C,F**) The cells were stained for the ESC marker PECAM1 (green) and the EpiSC maker CD40 (red). The F1 colonies stained homogenously for the ESC marker PECAM1 and did not stain for the EpiSC CD40 marker. (**G**) iPSC generated from an F1 cross between the NOD/ShiLtJ and WSB/EiJ strains were flat and showed signs of differentiation. (**H**) WSB/EiJ x NOD/ShiLtJ were passaged with trypsin. The colonies could not be expanded as single cells with trypsin and showed signs of differentiation and cell death. (**I**) WSB/EiJ x NOD/ShiLtJ iPSC developed three-dimensional dome shaped ESC-like colonies when passaged as cell clumps using collagenase type IV and grown on a MEF feeder layer. (**J**) WSB/EiJ x NOD/ShiLtJ iPSC maintained on gelatin developed flattened colonies, where individual spindle-like cells could be distinguished. Scale bars represent 200 μm.

To investigate if the same gene or genes are responsible for the non-permissiveness of the NOD/ShiLtJ and WSB/EiJ strains, we performed an F1 complementation test using WSB/EiJ x NOD/ShiLtJ F1 hybrids. Emerging iPSC colonies derived from the F1 hybrids were flat and showed signs of early differentiation similar to that observed in both parental strains (Fig. 2G). Colonies were selected and passaged either as single cells using trypsin or as cell clumps using collagenase type IV. Reprogrammed cells differentiated and died when passaged with trypsin (Fig. 2H), while colonies that were passaged as cell clumps formed three dimensional, dome-shaped colonies on an inactivated MEF feeder layer (Fig. 2I). However, they transitioned to flattened colonies when grown on feeder-free gelatin (Fig. 2J).

Although, iPSC can be derived and maintained in culture from an F1 hybrid of WSB/EiJ and NOD/ShiLtJ strains, an iPSC phenotype similar to that of permissive strains was not observed. Unlike permissive strains, iPSC derived from WSB/EiJ and NOD/ShiLtJ F1 hybrids are intolerant to passage as single cells with trypsin and require continual growth on an inactivated feeder layer to maintain ESC-like colony formation. Altogether, our observations suggest that the WSB/EiJ and NOD/ShiLtJ backgrounds do not complement suggesting a similar genetic defect in the gene(s) controlling permissiveness.

### Non-permissiveness can be overcome using 2iS media

The use of GSK3B and MEK inhibitors in culture under serum-free conditions, commonly referred to as 2i/LIF, has been used to derive ESC from NOD/ShiLtJ and non-permissive rats^9,27,28^. The two inhibitors have also been used in combination with other inhibitors and varying culture conditions to derive iPSC from other non-permissive species such as humans, porcine, and volves^29–31^. In mice, the 2i/LIF condition has not been used to derive iPSC, but rather to complete the reprogramming process and maintain cells in an ESC-like ground state of pluripotency^9,32^. The ability to derive ESC using 2i/LIF from the non-permissive NOD/ShiLtJ background suggests that 2i/LIF may also be useful in the derivation of iPSC. Using 2i/LIF media in serum-free conditions, we attempted to reprogram MEF from NOD/ShiLtJ and WSB/EiJ backgrounds. Small colonies appeared after initial induction, but did not attach fully to the supporting MEF layer and did not expand when selected. Most notably, the MEF died in the absence of serum (Supplementary Fig. 1).

The high cell death suggests that serum may be irreplaceable during MEF reprogramming. The activation of MEK is essential to somatic cell survival and stimulates MAPK signaling, which is important for DNA synthesis and mitogenesis of differentiated cells^33,34^. Consequently, if MEK inhibition using 2i is done too early during the reprogramming process, before the somatic landscape is reset, it may result in premature cell death of somatic cells undergoing reprogramming. Indeed, others have reported that the addition of 2i/LIF in serum-free conditions to MEF three and five-days post transfection resulted in cell death and low colony survival, indicating the incompatibility of using serum-free 2i conditions during reprogramming of MEF^32^. In neural stem cells, which do not need MEK production for survival, the addition of 2i/LIF in serum-free conditions three days after initiating reprograming results in full reprogramming^32^. This suggests that if the loss of MEK activity in MEF can be overcome, then the addition of 2i/LIF shortly after infection may enhance MEF survival.

Serum does not require MEK or MAPK to stimulate DNA synthesis and mitogenesis, and contains other cytokines and growth factors that act on DNA synthesis through pathways independent of the MAPK cascade. The growth of differentiated cells in serum is not inhibited even in the presence of a MEK inhibitor. Furthermore, the MAP kinase pathway is reduced in these cells by 62% indicating that MEK is inhibited and that growth is stimulated through alternative pathways in serum^35^. We hypothesized that 2i can be used during reprogramming in serum containing conditions, referred to as 2iS, to generate ESC-like iPSC from non-permissive mouse strains.

We added GSK3B and MEK inhibitors with standard ESC serum-containing conditions three days after induction of reprogramming, and maintained 2iS media throughout. Colonies began to emerge five days after 2iS addition; seven days after initiating reprogramming (Fig. 3A,E), and became more ESC-like with increased culture. By the time of colony selection, 10–20 days after initiation, colonies were three-dimensional and dome shaped (Fig. 3B,F). Selected colonies could be passaged as single cells using trypsin, as is typical for ESC (Fig. 3C,D,G,H). Twenty-nine colonies were derived from the NOD/ShiLtJ strain and thirty colonies were derived from the WSB/EiJ strain. Colonies from each strain stained homogenously for the ESC cell surface marker PECAM1 and did not stain for the EpiSC cell surface marker CD40 (Fig. 3I,J)^36^, indicating that 2iS media could overcome the non-permissive state.

**Figure 3:**
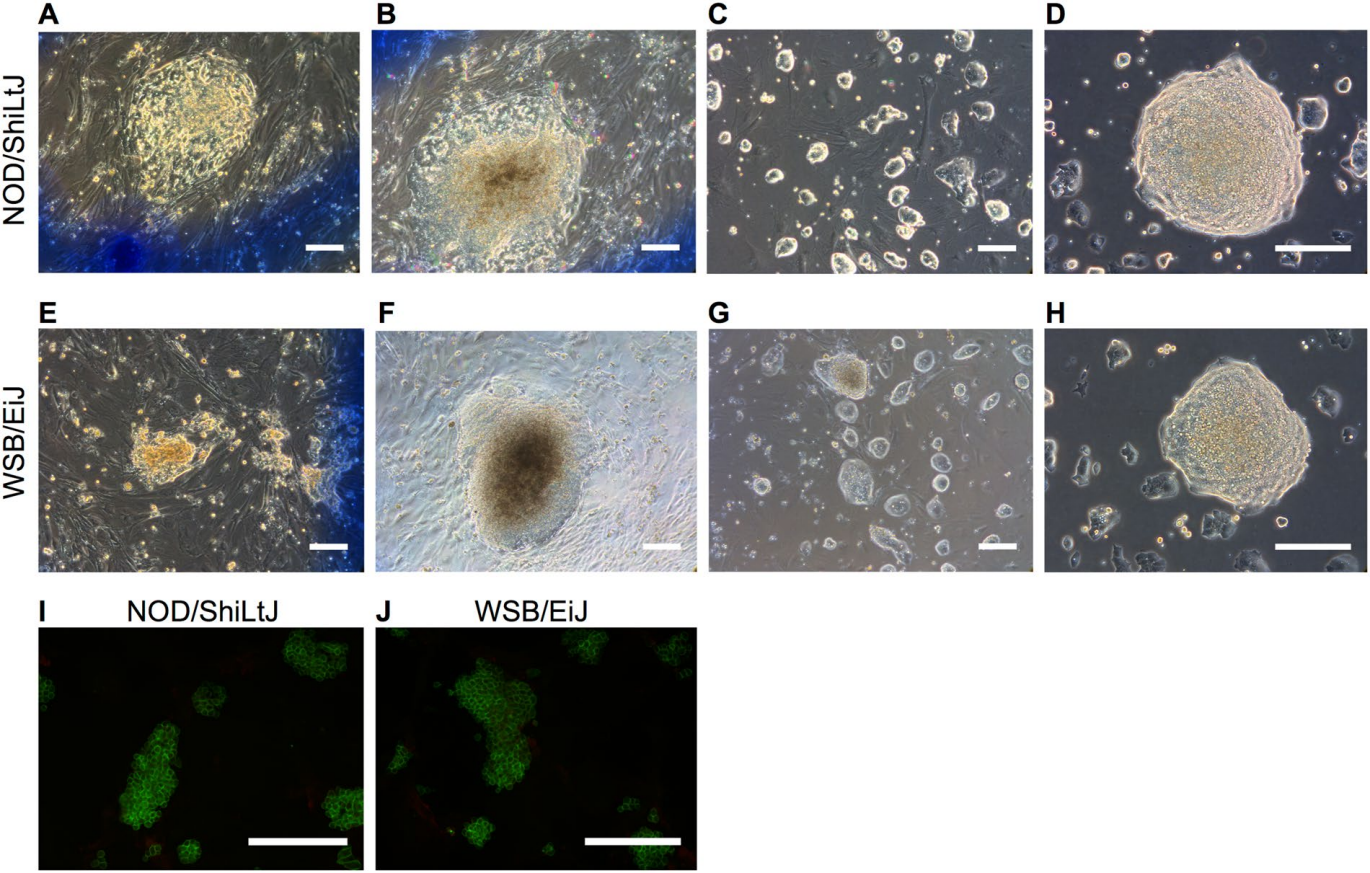
iPSC grown in 2iS were ESC-like in culture. (**A,E**) Emerging iPSC grown in 2iS were undefined colonies. (**B,F**) Prolonged culture prior to selection resulted in more defined colonies with ESC-like morphology. (**C,G**) NOD/ShiLtJ and WSB/EiJ iPSC grown in 2iS were expanded as single cells using trypsin. **(D,H)** iPSC grown in 2iS passaged with trypsin maintain an ESC-like 3D phenotype. (**I,J**) iPSC grown in 2iS stained homogenously for the ESC marker PECAM1 (green) and did not stain for the EpiSC marker CD40 (red). Scale bars represent 200 μm.

### NOD/ShiLtJ Male iPSC are transcriptionally distinct from other iPSC

The sex of NOD/ShiLtJ and WSB/EiJ iPSC derived and maintained in 2iS was determined using PCR at three time points, at passages six, 10, and 16. If a colony was typed as male at an earlier passage and then typed as female at the later passage, it was determined to have lost Chromosome Y. Prior to RNA sequencing, iPSC at passage 16 or greater were MEF depleted and karyotyped according to standard protocols to determine the frequency of euploidy and to identify clones with chromosome instability^37^, which can occur in 2i conditions^38^. A minimum of 16 passages was chosen to reduce residual epigenetic differences^39^.

Male NOD/ShiLtJ colonies tended to lose Chromosome Y with increased passage, particularly between passages 10 and 16 where eight of 12 clones lost Chromosome Y after passage ten and two of 12 NOD/ShiLtJ male clones were autosomally abnormal. This is consistent with the inherent instability of Chromosome Y in ESC^40,41^, a trait that may be influenced by genetic background^40,42^. Only two NOD/ShiLtJ male clones were chromosomally normal XY males. We did not observe the same instability trend for the WSB/EiJ background.

Two chromosomally normal male and female iPSC clones grown in 2iS media from NOD/ShiLtJ and WSB/EiJ were processed for RNA-seq. Additionally two chromosomally normal male and female iPSC derived under standard ESC conditions from the control 129S1/SvImJ strain was also used. To assess differences between standard ESC conditions and 2iS conditions, later passages of the two male 129S1/SvImJ iPSC that were cultured in 2iS after passage 16 and maintained for eight passages were also used. Altogether, RNA-seq was performed on a total of 14 iPSC clones. RNA-seq data from iPSC was compared to RNA-seq data from true ESC derived from NOD/ShiLtJ, WSB/EiJ, and 129S1/SvImJ strains and true EpiSC from the NOD/ShiLtJ and 129S1/SvImJ strains. 

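RNA from the 14 iPSC, 3 ESC and 2 EpiSC was made into stranded libraries, pooled and sequenced in read pairs, 1 library per line or clone and medium. The authors aligned the read pairs to GRCm38, counted them on genes with HTSeq in its intersection-nonempty mode, and deposited the raw counts of genes, listed by symbol, for each of the 19 libraries. The libraries fall into 12 conditions of strain, sex, cell state and medium. The title of a sample names one of these and its source name and characteristics name another, and in 0 of the 19 libraries do both name the same condition. The conditions used here follow the titles. The counts on 4 genes of Chromosome Y (Kdm5d, Ddx3y, Eif2s3y and Uty) contradicted the sex in the title in 0 of the 19 libraries and the sex in the characteristics in 10 of the 19.
Between 92996 and 567432 read pairs per library were counted on genes. In the 17 libraries other than NOD/ShiLtJ male iPSC the median was 146249, which was a median of 1.47% of the uniquely aligned read pairs. This share was lowest in the NOD/ShiLtJ ESC at 1.15% (95% Wilson confidence interval 1.14% to 1.15%) and highest in WSB/EiJ female iPSC clone 28 at 1.74% (1.73% to 1.75%). In the NOD/ShiLtJ male iPSC it was 5.62% in clone 3 (5.60% to 5.63%) and 5.59% in clone 35 (5.57% to 5.60%). No other condition had such libraries, so a difference in how these libraries were made or counted cannot be told apart from their strain and sex. In GENCODE M21, exons of another gene on the opposite strand overlap the exons of 24.6% of the 23014 genes that could be matched. Of the 100 genes with the most counts, such genes were 90.0% in the 17 other libraries and 40.0% in the NOD/ShiLtJ male iPSC. With 3 counts taken as the smallest detectable number, the smallest detectable value of a gene, scaled to the size of its library (CPM), was 5.29 in the deepest library and 32.3 in the shallowest. These floors were scaled to gene counts alone, without the normalization used for the values per gene below. Intervals and floors cover counting error only.
Differentially expressed genes were tested with edgeR's quasi-likelihood test on counts normalized by its TMM method, over genes that pass its filter on low counts, at a Benjamini-Hochberg adjusted p under 0.05. The paper names DESeq2 for its tests, and DESeq2 was run as an alternative. Values per gene are given in CPM, that is TMM-normalized counts scaled to a common library size, with the SD between libraries. Where a value is scaled to the number of uniquely aligned read pairs of the library in place of its gene counts, it is called aligned CPM.

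**Figure D1:**
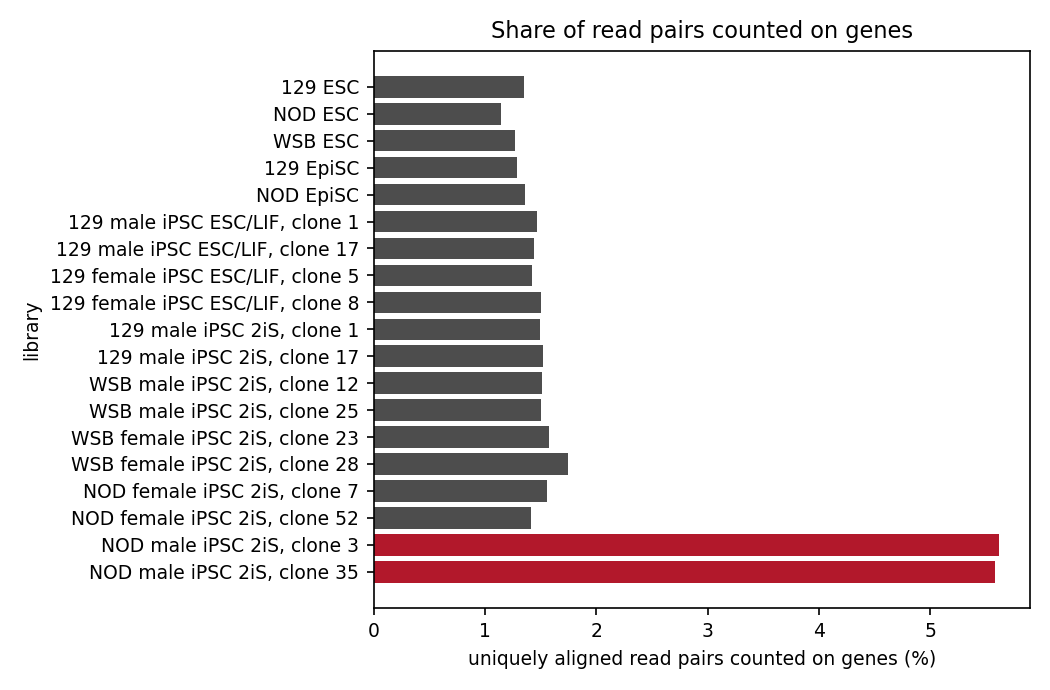
Percent of uniquely aligned read pairs counted on genes (axis from 0) in each of the 19 libraries, 1 bar per library, with the NOD/ShiLtJ male iPSC in red. The NOD/ShiLtJ male iPSC are at 5.62% and 5.59%, and the 17 other libraries lie between 1.15% and 1.74%.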

A global Principle Component Analysis plot revealed distinct ESC, EpiSC, and iPSC states (Fig. 4A). iPSC from the permissive 129S1/SvImJ and the non-permissive NOD/ShiLtJ and WSB/EiJ strains grown in 2iS cluster together with the exception of the two NOD/ShiLtJ male iPSC clones. 

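Principal components were computed from r-log values of the 500 genes with the highest variance over the 19 libraries. PC1 held 37.1% of the variance and PC2 held 15.9%. The alternative that moved PC1 most was log2 CPM in place of r-log, with 28.9%. The 3 ESC had PC1 scores from -11.4 to -8.83 and PC2 scores from -17.1 to -11.4, and the 2 EpiSC had PC1 scores of -31.8 and -22.5 and PC2 scores of 19.3 and 17.7. On PC1 the NOD/ShiLtJ male iPSC scored 30.0 (clone 3) and 29.7 (clone 35), and every other library scored between -31.8 and 6.45. These clones are also the libraries with more than 5% of the uniquely aligned read pairs on genes.
Over the 5677 genes that pass the filter on low counts, the Euclidean distance between the mean r-log profile of the 2 NOD/ShiLtJ male iPSC and that of the other 12 iPSC was 66.7. Of the 91 ways to choose 2 of the 14 iPSC, this was the largest (one-sided exact permutation test, p = 0.011, the smallest this design allows). The paper singled out this pair in the same libraries, so the test restates that observation and is not independent evidence. The largest distance for a pair without a NOD/ShiLtJ male clone was 34.5. With the conditions of the source names and characteristics, the distance was 41.7 and no longer the largest (one-sided exact permutation test, p = 0.0989). Among genes without exons on the opposite strand, an alternative chosen after seeing the data, the distance was 35.6 and still the largest of the 91.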

Female NOD/ShiLtJ iPSC cluster with the other iPSC, suggesting the similarity of the female NOD/ShiLtJ iPSC state to other pluripotent cells.

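The distance of a clone from the mean r-log profile of the other iPSC (NOD/ShiLtJ males left out of the mean) was 32.6 for NOD/ShiLtJ female clone 7 and 33.7 for clone 52, within the range of 30.9 to 37.4 for the 12 iPSC other than NOD/ShiLtJ males, while the NOD/ShiLtJ male clones were at 69.7 and 66.3. On PC1 the female clones scored 6.45 (clone 7) and 3.77 (clone 52), against 30.0 and 29.7 for the NOD/ShiLtJ males. Their shares of uniquely aligned read pairs on genes, 1.56% and 1.41%, lay within those of the 17 libraries.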

**Figure 4:**
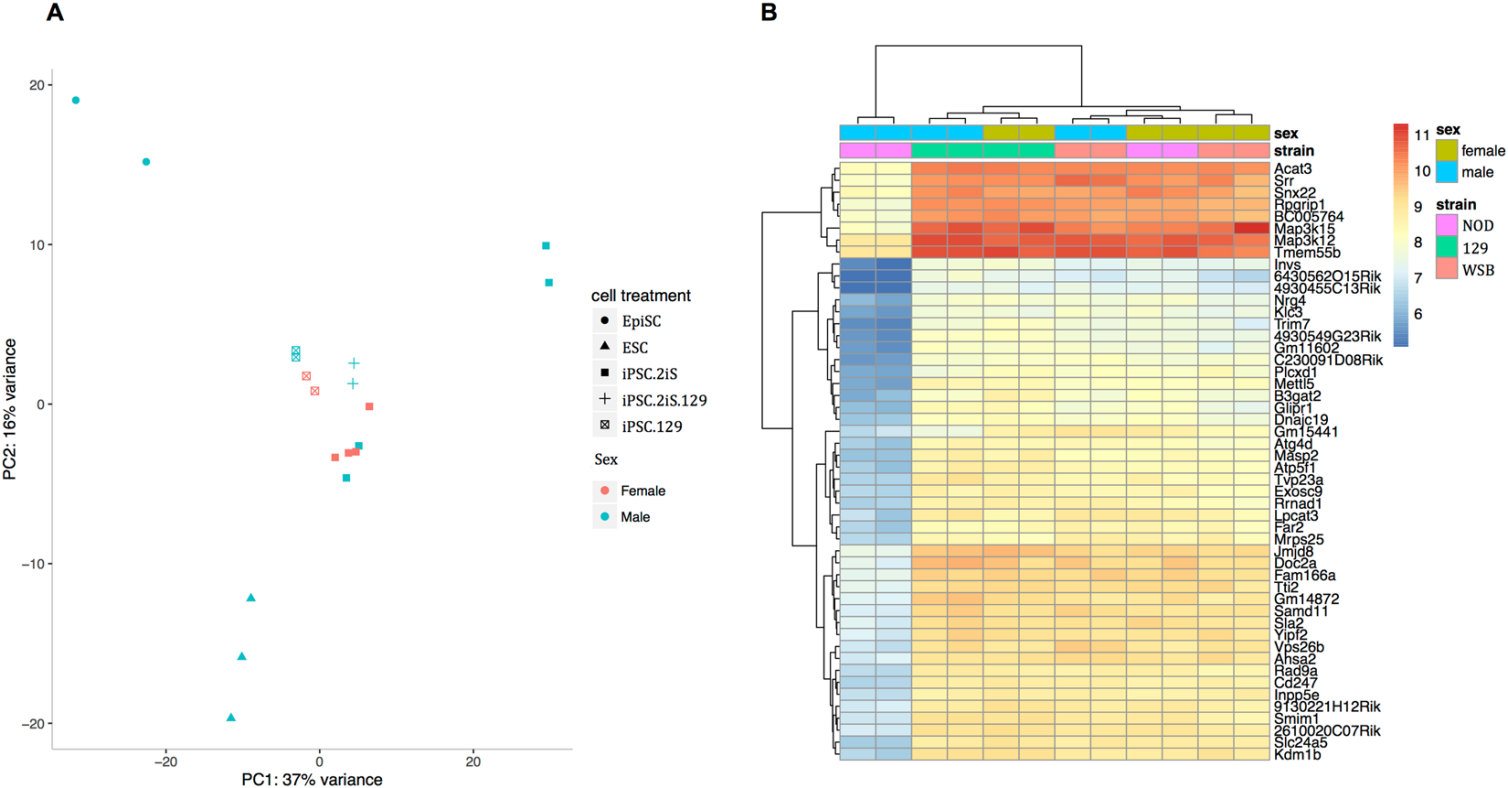
NOD/ShiLtJ male iPSC were transcriptionally distinct. (**A**) Global gene expression PCA plot of cell treatment and sex for all samples. Cells clustered according to cell state and treatment. ESC clustered together at the bottom left. EpiSC clustered together at the top left. iPSC clustered in the center of the graph and separated according to individual iPSC treatment. Male NOD/ShiLtJ iPSC grown in 2iS clustered apart from all other iPSC, ESC, and EpiSC colonies. (**B**) The transcriptional profiles of male and female iPSC from NOD/ShiLtJ, WSB/EiJ, and 129S1/SvImJ were compared. NOD/ShiLtJ male iPSC differed transcriptionally from other male and female iPSC. NOD/ShiLtJ male iPSC have a lower expression of most genes than male and female 129S1/SvImJ and WSB/EiJ strains.

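Of the 2820 differentially expressed genes between the 2 NOD/ShiLtJ male iPSC and the other 10 iPSC of Fig. 4B, 1271 (45.1%) were lower and 1549 were higher in the NOD/ShiLtJ males. With either NOD/ShiLtJ male clone left out, the share of these genes that were lower was 45.5% or 45.6%. The share depended on the method. With DESeq2's test, 78.2% of its differentially expressed genes were lower in NOD/ShiLtJ males (1205 lower and 337 higher). The number of lower genes was thus similar, and mainly fewer higher genes were found. When uniquely aligned read pairs replaced gene counts as the library size, an alternative chosen after seeing the data, 17.7% of the 2820 genes were lower. This replacement moves all genes of a library by the same factor. The smaller share therefore follows from the larger share of read pairs on genes in NOD/ShiLtJ males, and is not separate evidence on direction.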

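Between the 2 NOD/ShiLtJ male and the 2 NOD/ShiLtJ female iPSC, 1782 genes were differentially expressed, 689 higher and 1093 lower in the males, in a fit of the 12 iPSC of Fig. 4B in 6 groups of strain and sex. For 1774 of the 1782 genes, both male clones were on one side of both female clones. The count was 1008 with DESeq2. It was 3812 with uniquely aligned read pairs as the library size, chosen after seeing the data, and then 3747 of these genes were higher in the males. An interaction contrast tested whether the difference between sexes was another in NOD/ShiLtJ than in the mean of WSB/EiJ and 129S1/SvImJ. It was passed by 1343 genes (398 positive, 945 negative). With DESeq2, 67 were positive and 776 negative. With uniquely aligned read pairs as the library size, chosen after seeing the data, 3571 were positive and 55 negative. The direction of this contrast therefore depended on the library size.
Of the genes separating the 4 clones, those with the largest increase in NOD/ShiLtJ males were Ddx3y of Chromosome Y (log2 fold change 6.25), Tns1 (4.15) and Nudt9 (3.82), and those with the largest decrease were G530011O06Rik (-5.95), Frmd7 (-5.94) and Nkx6-3 (-4.74). With DESeq2, Tns1 (adjusted p = 0.0582) and Nudt9 (adjusted p = 0.114) were no longer differentially expressed.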

The transcriptional sex difference between male and female NOD/ShiLtJ iPSC suggests that NOD/ShiLtJ male iPSC may have more barriers to overcome than female NOD/ShiLtJ iPSC or iPSC from other genetic backgrounds. However, no difference in the ESC cell surface marker PECAM1 was observed between male and female NOD/ShiLtJ iPSCs (Supplementary Fig. 2), suggesting that transcriptional differences between sexes do not impact colony morphology or behavior in culture. However, there may be transcriptional differences that allow for NOD/ShiLtJ males to retain Chromosome Y, but make them distinct from other iPSC. We attempted to uncover genes underlying the difference between NOD/ShiLtJ male iPSC and other iPSC by comparing male and female iPSC.

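In the contrast of the 2 NOD/ShiLtJ male iPSC with the mean of the other 5 groups of strain and sex in Fig. 4B, 2820 of 4784 tested genes were differentially expressed, 1549 higher and 1271 lower in NOD/ShiLtJ males. In 1809 of these, both NOD/ShiLtJ male clones were above or below all 10 other iPSC. Among the alternatives set before the data were examined, the one that moved the count most was the conditions of the source names and characteristics, with 304 genes, and DESeq2 gave 1542. The library size from uniquely aligned read pairs, chosen after seeing the data, gave 4038 genes, 3894 of them higher.
The largest increases were in Ly6e (log2 fold change 6.54), Gm6402 (5.12) and Gm14420 (3.86), and the largest decreases in Frmd7 (-6.02), P2rx2 (-5.28) and a transcript antisense to Slain1 on chromosome 14 (-5.17). All 50 genes of the heat map in Fig. 4B were lower in NOD/ShiLtJ males and differentially expressed, with log2 fold changes from -3.35 to -2.06 and a median of -2.64. Of the 49 of these that could be matched to the annotation, 48 overlap exons of a gene on the opposite strand. On this library size, 42 of the 50 were lower and 8 higher, with a median of -0.22, and the adjusted p stayed under 0.05 for 18 of the lower genes and 1 of the higher ones. The paper shows these 50 genes as differing in the same libraries, so that all were lower is not independent evidence.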

A comparison of male and female iPSC reveals a set of differentially expressed genes in the NOD/ShiLtJ males compared to the other iPSC (Fig. 4B). 

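Rad9a (ENSMUSG00000024824.7) is a protein-coding gene on the minus strand of chromosome 19 of GRCm38, from 4195196 to 4201662, and 225 bp of its exons overlap exons of Ppp1ca on the opposite strand. It had 466 ± 33.6 CPM (SD, n = 2) in NOD/ShiLtJ male iPSC and 2737 ± 275 (SD, n = 10) in the other iPSC of Fig. 4B. The log2 fold change was -2.52 (standard error 0.18, adjusted p = 1.71e-12 from edgeR's quasi-likelihood test), and both NOD/ShiLtJ male clones were below all 10 others. With either NOD/ShiLtJ male clone left out it stayed between -2.61 and -2.47. The raw counts of Rad9a were 330 and 283 in the NOD/ShiLtJ males and 198 to 560 in the others. Scaled to uniquely aligned read pairs, Rad9a had 34.7 ± 2.89 aligned CPM (SD, n = 2) in NOD/ShiLtJ males and 37.6 ± 3.21 (SD, n = 10) in the others. With this library size, chosen after seeing the data, the log2 fold change was -0.12 and the difference was no longer past the threshold (adjusted p = 0.503 from edgeR).

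**Figure D2:**
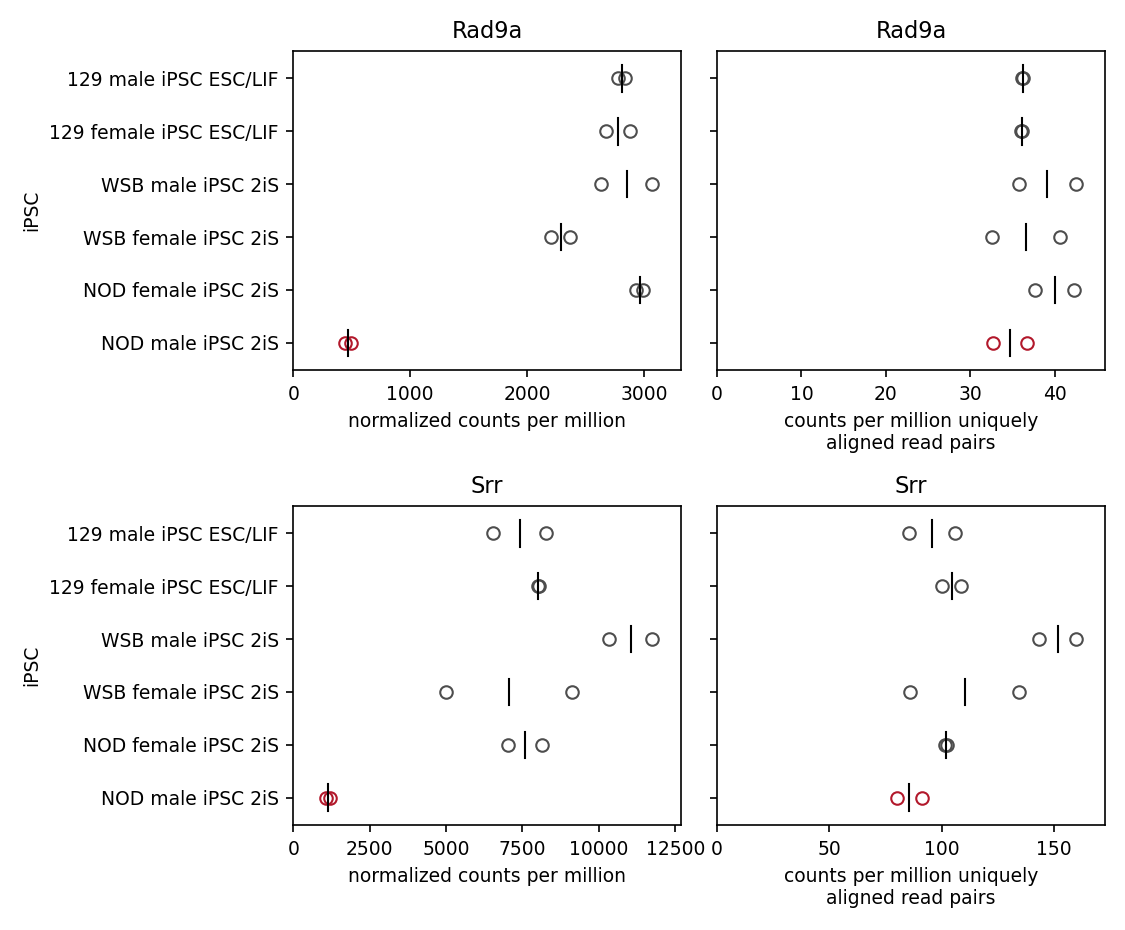
Rad9a and Srr in each of the 12 iPSC of Fig. 4B by strain and sex (points, 1 per clone; vertical bar, mean of the condition), in CPM and in aligned CPM. In CPM the NOD/ShiLtJ males have means of 466 for Rad9a and 1149 for Srr against 2737 and 8222 in the other iPSC, and in aligned CPM 34.7 and 85.6 against 37.6 and 113.

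**Figure D3:**
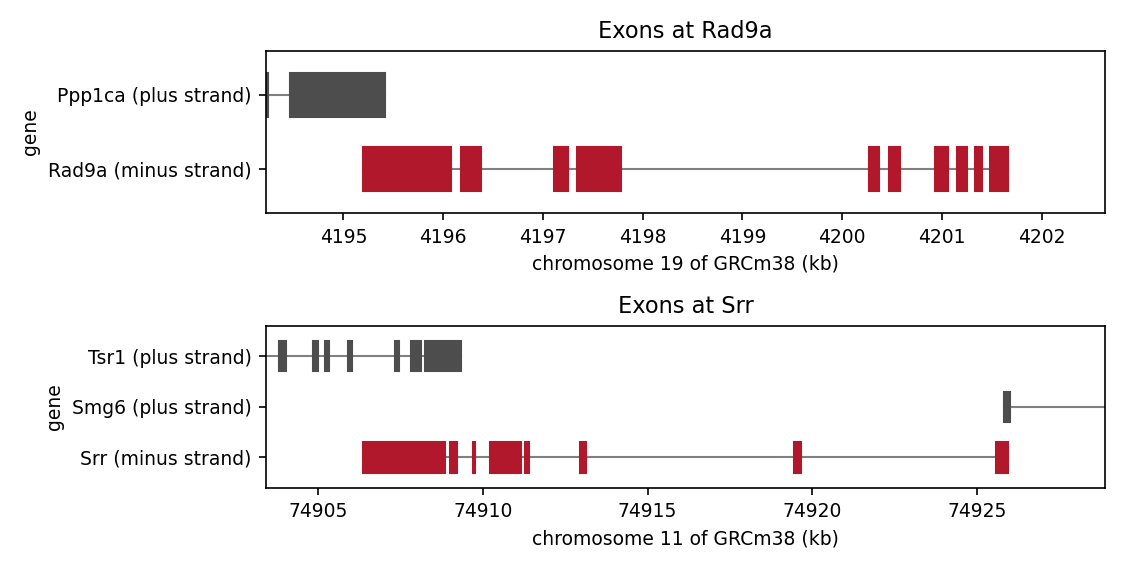
Exons of Rad9a and Srr and of the genes that overlap them on the opposite strand, by position on chromosomes 19 and 11 of GRCm38. The overlap of exons is 225 bp between Rad9a and Ppp1ca and 1366 bp between Srr and the genes Tsr1 and Smg6.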

The expression of *Rad9a*, a gene known to increase cell viability and colony formation of ESC^43^, was lower in NOD/ShiLtJ male iPSC relative to other iPSC, suggesting decreased stem cell viability and colony formation. 

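Srr (ENSMUSG00000001323.17) lies on the minus strand of chromosome 11 of GRCm38, from 74906359 to 74925948, is protein-coding, and shares 1366 bp of exons with Smg6 and Tsr1 on the opposite strand. Its expression was 1149 ± 90.3 CPM (SD, n = 2) in NOD/ShiLtJ male iPSC and 8222 ± 1897 (SD, n = 10) in the other iPSC of Fig. 4B, and both NOD/ShiLtJ male clones were below all others. The log2 fold change was -2.80 (standard error 0.20, adjusted p = 3.08e-12 from edgeR), and from -2.89 to -2.73 with either NOD/ShiLtJ male clone left out. Srr had 85.6 ± 7.67 aligned CPM (SD, n = 2) in NOD/ShiLtJ males and 113 ± 24.8 (SD, n = 10) in the others, a log2 fold change of -0.38 with this library size (adjusted p = 0.0289 from edgeR), chosen after seeing the data.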

NOD/ShiLtJ male iPSC also had a lower expression of *Srr*, a gene whose product is known to produce, release, and covert pyruvic acid to pyruvate^44,45^, the major energy and carbon source of stem cells^46^. Due to the fact that the NOD/ShiLtJ male iPSC have an observed tendency to lose Chromosome Y and that the two remaining NOD/ShiLtJ males appear to have unique transcriptional profiles compared to the remaining iPSC, they were excluded from further analysis.

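Both NOD/ShiLtJ male iPSC had counts on genes of Chromosome Y. Ddx3y had 48 counts in clone 3 and 9 in clone 35, and Eif2s3y had 31 and 5, which is 64.3 and 15.6 CPM for Ddx3y and 41.5 and 8.65 for Eif2s3y. In the 6 other male iPSC, Ddx3y had 10.9 to 109 CPM and Eif2s3y had 9.36 to 72.8. From the tendency of NOD/ShiLtJ male iPSC to lose Chromosome Y and from the distinct profiles of these clones, the paper reasons that they should be left out of the further comparisons. Where iPSC are compared with ESC and EpiSC, the 12 other iPSC were used here.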

### iPSC derived with 2iS media are more similar to ESC than to EpiSC

Because non-permissive strains readily form EpiSC instead of ESC, we investigated whether iPSC derived with 2iS are transcriptionally closer to the ESC state than to the EpiSC state. The transcriptional profile of all iPSC derived in this study were compared to the transcriptional profiles of ESC and EpiSC. iPSC derived from the NOD/ShiLtJ and WSB/EiJ backgrounds using the 2iS reprogramming technique cluster with iPSC from the permissive 129S1/SvImJ background (Fig. 5A), indicating that all iPSC derived with 2iS are transcriptionally similar with the exception of the two NOD/ShiLtJ male clones. 

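The distance to the mean r-log profile of the 129S1/SvImJ iPSC was 37.8 and 38.8 for the NOD/ShiLtJ female iPSC and 39.6 to 43.3 for the 4 WSB/EiJ iPSC, and for each 129S1/SvImJ iPSC the distance to the mean of the others of its strain was 29.9 to 36.1. For the NOD/ShiLtJ male iPSC it was 74.1 and 70.2. The distances were computed over the 5677 genes that pass the filter on low counts.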

We observed substantially more differentially expressed genes when the iPSC were compared to EpiSC.

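The 12 iPSC other than NOD/ShiLtJ males, the 3 ESC and the 2 EpiSC were fitted together, with 3986 genes tested. There were 248 differentially expressed genes between iPSC and ESC, 40 higher and 208 lower in iPSC, and between iPSC and EpiSC 448 were higher and 681 lower in iPSC. In 171 of the 248 genes every iPSC was on one side of every ESC, and in 809 of the genes that differed from EpiSC every iPSC was on one side of both EpiSC. Both comparisons shared 122 genes, 109 of them changed in the same direction. The median absolute log2 fold change over all tested genes was 0.39 against ESC and 0.72 against EpiSC.
Among the alternatives set before the data were examined, the conditions of the source names and characteristics moved these counts most, with 0 genes against ESC (153 at an unadjusted p under 0.05) and 10 against EpiSC. With the conditions of the titles, the counts were lowest where 10 counts were required in every library, with 45 against ESC and 364 against EpiSC, and highest without a filter on low counts, with 600 and 1874. DESeq2 gave 235 and 1118. With each ESC left out in turn, 88 to 156 genes differed from ESC. With uniquely aligned read pairs as the library size, chosen after seeing the data, 326 genes differed from ESC and 1406 from EpiSC, and most were then higher in iPSC (197 and 1081).
The mean r-log distance of the 12 iPSC to the mean of the EpiSC was larger than to the mean of the ESC by 17.2 (two-sided exact permutation test over the 10 ways to label 2 of the 5 lines as EpiSC, p = 0.1, the smallest this design allows). Each of the 12 iPSC was nearer to the ESC, at 44.4 to 51.3, than to the EpiSC, at 62.8 to 70.0. The NOD/ShiLtJ male iPSC were at 81.4 from the ESC and at 102.9 and 100.9 from the EpiSC. From the larger number of differentially expressed genes against EpiSC, the paper concludes that the iPSC are transcriptionally closer to ESC.

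**Figure D4:**
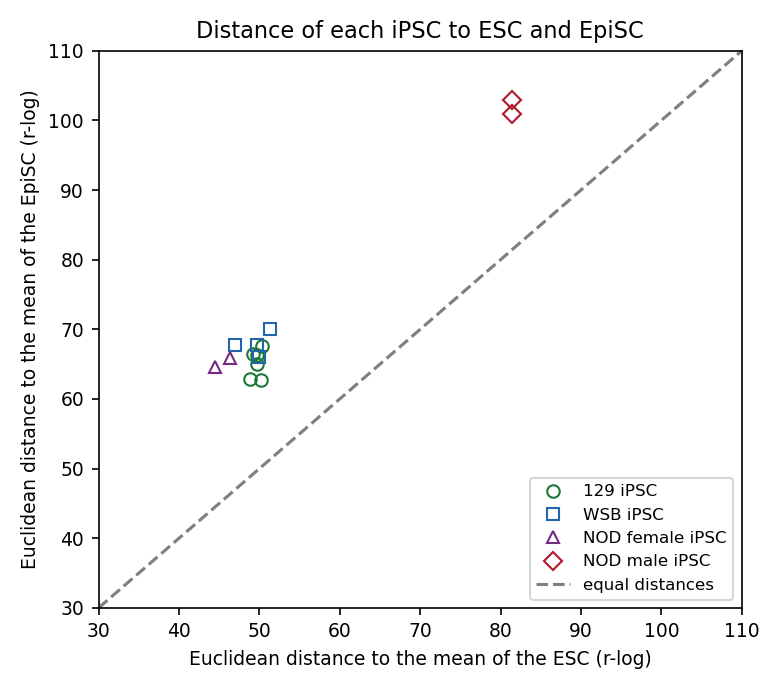
Euclidean r-log distance of each of the 14 iPSC to the mean of the 3 ESC (x axis) and to the mean of the 2 EpiSC (y axis), 1 point per clone and medium, with a dashed line where both are equal. The 12 iPSC other than NOD/ShiLtJ males lie at 44.4 to 51.3 from ESC and 62.8 to 70.0 from EpiSC, and all 14 points lie above the line.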

**Figure 5:**
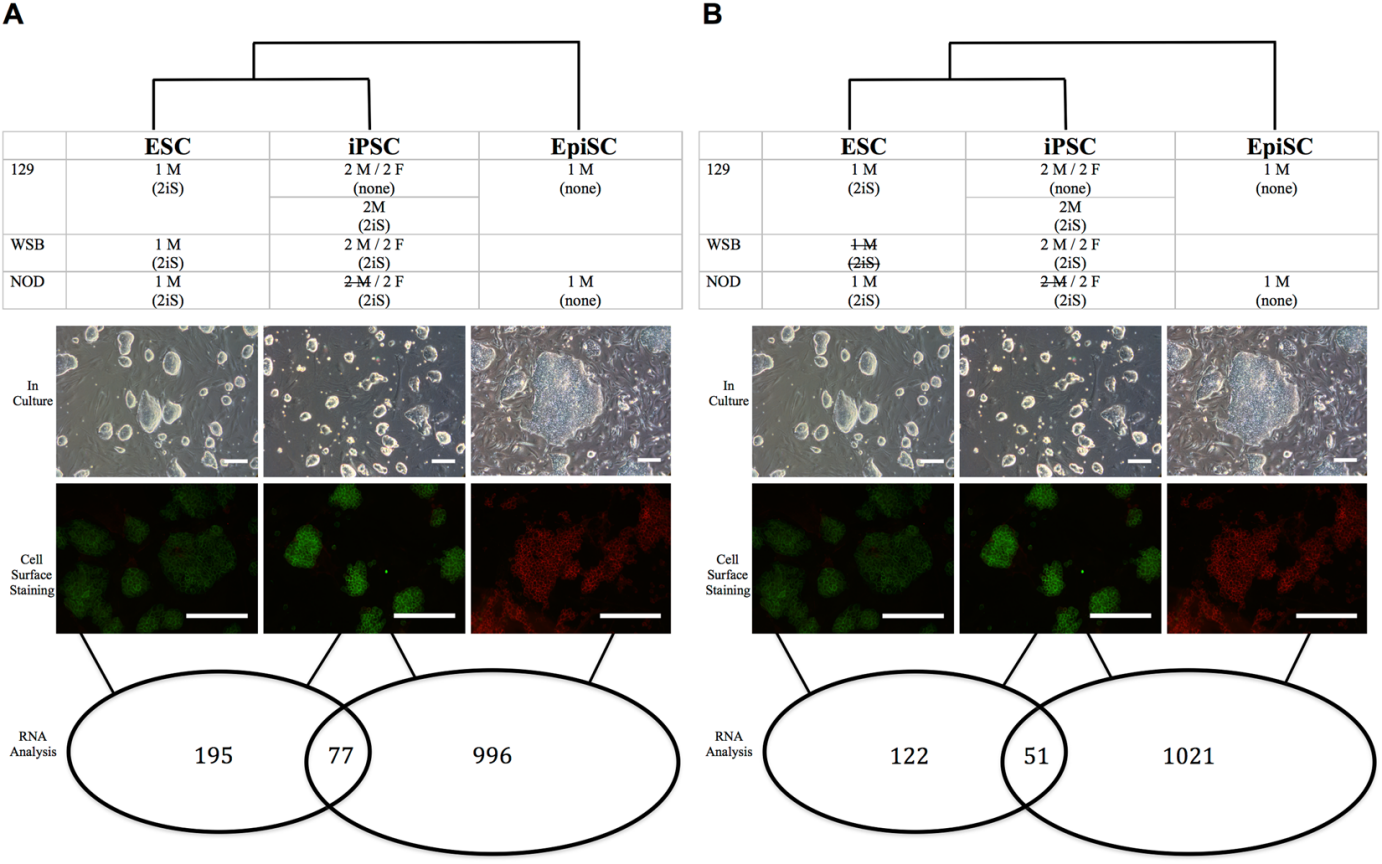
iPSC were more similar to the ESC state than to the EpiSC state. The tables list the iPSC, ESC, and EpiSC samples included in RNA sequencing. (**A**) Only the NOD/ShiLtJ male iPSC were excluded from analysis. (**B**) The NOD/ShiLtJ male iPSC and the WSB/EiJ ESC were excluded from analysis. For both tables, ESC are the first column, iPSC are the second column, and EpiSC are the third column. NOD/ShiLtJ and WSB/EiJ iPSC grown in 2iS more closely resembled ESC than EpiSC (in culture row). They stained homogeneously for the ESC marker PECAM1 (green) and did not stain for the EpiSC marker CD40 (red) (cell surface staining row). Lastly, there were fewer differentially expressed genes between iPSC and ESC than iPSC and EpiSC, indicating that iPSC-derived from NOD/ShiLtJ and WSB/EiJ grown in 2iS are transcriptionally closer to the ESC cell state (RNA analysis row). Scale bars represent 200 μm.

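Among the genes that separate all iPSC from all ESC, the largest increases in iPSC were in Id2 (log2 fold change 5.47, adjusted p = 0.0392), Myc (4.50, adjusted p = 0.000109) and Poglut1 (2.48, adjusted p = 0.0186). Myc had 349 counts in the 12 iPSC together and 3 in the 3 ESC. It is also a reprogramming factor, and the paper states that these factors were not removed from the iPSC. Counts from the vector were not told apart from those of the cell's own gene. The largest decreases were in Col12a1 (-7.76, with 0 counts in iPSC and 71 in ESC), Ccdc80 (-7.12) and Tnc (-7.10). Poglut1 (adjusted p = 0.073), Col12a1 (0.122) and Ccdc80 (0.586) were not past the threshold in DESeq2. Col1a1, a marker of fibroblasts, was also lower in iPSC than in ESC (-6.20, adjusted p = 3.66e-08 from edgeR). The paper states that iPSC were depleted of feeder fibroblasts. Fibroblast RNA in the ESC may therefore add to the decreases against ESC. Against EpiSC the largest increases were in BC065397 (9.61), Zfp42 (8.87, with 724 counts in iPSC and 0 in EpiSC) and Dppa5a (8.86), and the largest decreases in Mybph (-7.70), Aph1a (-7.25, with 16 counts in iPSC and 525 in EpiSC) and Glyctk (-6.86). Mybph was not past the threshold in DESeq2 (adjusted p = 0.359).
Markers of the naive state were higher in iPSC than in EpiSC. The log2 fold changes were 8.23 for Klf4, 3.07 for Klf2, 8.13 for Esrrb, 8.87 for Zfp42, 5.19 for Tbx3, 6.21 for Nr0b1, 5.90 for Tfcp2l1 and 2.06 for Nanog, and the largest adjusted p from edgeR was 0.0105, for Nanog. None of these 8 genes was past the threshold between iPSC and ESC. With uniquely aligned read pairs as the library size, chosen after seeing the data, Klf4 and Nr0b1 were, with adjusted p of 0.0474 and 0.04 and log2 fold changes of 1.30 and 1.35. Klf4, as Myc, is also a reprogramming factor that was not removed, so its values alone do not show a naive state. Dnmt3b, a marker of the primed state, was lower in iPSC than in EpiSC (-1.20, adjusted p = 0.0283), but not past the threshold in DESeq2 (adjusted p = 0.0563) or with uniquely aligned read pairs as the library size (adjusted p = 0.188). Pecam1, which encodes the ESC surface marker, had a log2 fold change of 5.71 against EpiSC (adjusted p = 0.00114) and 0.35 against ESC (adjusted p = 0.748). Cd40, which encodes the EpiSC surface marker, had too few counts to be tested. So had the listed naive markers Prdm14 and Dppa3. Of the listed markers of the primed state only Dnmt3b could be tested, and Fgf5, Otx2 and T, among others, could not.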

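With the 6 iPSC derived in 2iS alone (2 NOD/ShiLtJ females and 4 WSB/EiJ), fitted with the 3 ESC and 2 EpiSC over 3676 genes, 184 genes differed from ESC, 28 higher and 156 lower in iPSC, and 1020 from EpiSC, 409 higher and 611 lower. In 169 of the 184 and 915 of the 1020, every iPSC was on one side of every ESC or EpiSC. DESeq2 gave 179 and 842. With each ESC left out in turn, 78 to 139 genes differed from ESC.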

There is the possibility that the WSB/EiJ background may drive this difference, as there is a WSB/EiJ ESC, but no WSB/EiJ EpiSC in the comparisons. To address this, we excluded the WSB/EiJ ESC and performed each analysis again (Fig. 5B). 

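Without the WSB/EiJ ESC, 3913 genes were tested in the 12 iPSC, 2 ESC and 2 EpiSC. The number of differentially expressed genes was 156 against ESC, 19 higher and 137 lower in iPSC, and 1103 against EpiSC, 461 higher and 642 lower. Of these, 80 were shared, 76 were found against ESC only and 1023 against EpiSC only. With all 3 ESC, 126 were found against ESC only, 122 were shared and 1007 were found against EpiSC only. DESeq2 gave 129 genes against ESC and 1063 against EpiSC without the WSB/EiJ ESC.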

Although the number of differentially expressed genes in the iPSC versus ESC comparison decreased, fewer differentially expressed genes are still observed in the iPSC versus ESC comparison than in the iPSC versus EpiSC comparison, supporting that the derived iPSC are closer to the ESC state than to the EpiSC state.

The ESC and EpiSC used in our analyses were all male, due to the fact that male stem cells are generally used and more available than female stem cells. These male ESC and EpiSC were compared to our panel of male and female iPSC, thereby creating a sex unbalance. However, this unbalance is maintained in both comparisons with male and female iPSC being compared to only male ESC or male EpiSC. Any female specific genes would be found in both comparisons and would consequently fall within the overlapping region of differentially expressed genes. Therefore, this sex unbalance is not expected to pose problems for detecting and comparing the number of non-overlapping differentially expressed genes in each comparison.

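Sex-linked genes were few among the differentially expressed genes. Chromosome X held 6 of the 248 genes that differed between iPSC and ESC, 26 of those that differed between iPSC and EpiSC, and 2 of the 122 found in both. The only gene of Chromosome Y with enough counts, Ddx3y, was not past the threshold against ESC (log2 fold change -1.11, adjusted p = 0.545 from edgeR) or EpiSC (-0.68, adjusted p = 0.681). To find genes that differ by sex, the 4 female and 4 male iPSC of WSB/EiJ and 129S1/SvImJ in Fig. 4B were compared, a comparison chosen after seeing the data. It gave 42 differentially expressed genes of 2791 tested, 32 higher and 10 lower in females, with 21 of the 42 on Chromosome X. Of these 42 genes, 5 also differed between iPSC and ESC, 11 between iPSC and EpiSC, and 2 in both comparisons. Of the 32 higher in females, these numbers were 2, 8 and 1. DESeq2 gave 13 genes, and the test among genes without exons on the opposite strand gave 3.
Xist, the Chromosome X transcript that silences Chromosome X in female cells, was lower in iPSC than in ESC (log2 fold change -1.74, adjusted p = 0.000802 from edgeR), although the ESC were all male. Against EpiSC, which were also male and had 2 and 14 counts of Xist, it was higher in iPSC (4.78, adjusted p = 1.05e-05). Exons of Tsix on the opposite strand overlap those of Xist. The counts of Xist may therefore come from that strand, and they do not show that male ESC hold Xist RNA.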

Some differences in culture conditions were unavoidable and were directly due to the culture requirements of different cell types. For example, ESC require different growth conditions than EpiSC. Differences in iPSC culture conditions were due to the culture requirements of permissive and non-permissive strains, with NOD/ShiLtJ and WSB/EiJ requiring 2iS culture conditions for derivation. Consequently, we sought to identify transcriptional differences between iPSC cultured in 2iS and iPSC cultured in standard ESC media. Because stable iPSC could not be derived without 2iS from the non-permissive NOD/ShiLtJ and WSB/EiJ backgrounds, we used the permissive 129S1/SvImJ strain. 2iS media was added after passage 16 and maintained for eight passages to two 129S1/SvImJ male iPSC previously derived in standard ESC/LIF conditions. 

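RNA from clones 1 and 17 was sequenced in ESC/LIF at passages 21 and 20 and in 2iS at passages 31 and 30, as the titles of the samples give them, which makes 2 libraries per medium. Gene counts were 226794 (clone 1) and 92996 (clone 17) in ESC/LIF and 121625 and 135076 in 2iS, and 1.44% to 1.52% of the uniquely aligned read pairs were counted on genes in these 4 libraries. The authors deposited raw counts per gene, and these were compared between media with edgeR's quasi-likelihood test after TMM normalization, without a block for the clone, since the paper's text names none. Cells in 2iS were also 10 passages later, so passage and medium cannot be told apart.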

The cells were then MEF depleted before harvesting for RNA-seq. We compared the transcriptional profile of the two 129S1/SvImJ males in standard ESC/LIF media to their transcriptional state in 2iS media. Only 39 differentially expressed genes were detected between the two conditions, indicating little difference between culture conditions in the permissive 129S1/SvImJ background (Supplementary Fig. 3).

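Between 2iS and ESC/LIF, 192 of 2160 tested genes were differentially expressed in the 2 129S1/SvImJ male iPSC, 67 higher and 125 lower in 2iS. In all 192, both libraries in 2iS were on one side of both libraries in ESC/LIF. Of the alternatives that kept the conditions of the titles, DESeq2 moved the count most, with 37 genes at an adjusted p under 0.05, 51 under 0.1, and 31 with an absolute log2 fold change of at least 1 as well. The conditions of the source names and characteristics gave 1432. With the clone as a replicate block there were 102 genes. Deviations from the mean of each medium correlated at 0.067 between libraries of the same clone, over the 2160 genes; with 2 libraries per medium, the value for different clones (-0.067) is the same number with its sign changed. The largest increases in 2iS were in AW495222 (log2 fold change 5.06), Adcy9 (5.02) and Stmn2 (3.57), and the largest decreases in Ank1 (-6.19), Nphs1 (-5.86) and Nphs1as (-5.51). From the small number of genes between media that it found, the paper concludes that culture in 2iS makes little difference in the permissive 129S1/SvImJ background.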

## Discussion

Here we tested the ability of eight diverse, inbred mouse strains that are founders of the CC population to derive ESC-like iPSC and found that the NOD/ShiLtJ and WSB/LtJ strains are non-permissive in standard conditions. Previous knowledge indicates that the NOD/ShiLtJ background is non-permissive to ESC formation and instead forms cells that more closely resemble the EpiSC state of mouse development^17,18^. We conclude that initial colonies formed by the NOD/ShiLtJ and WSB/EiJ strains were EpiSC-like in nature, characterized by a flattened morphology and inability to be maintained in standard ESC culture conditions. Thus, we aimed to derive ESC-like iPSC from the NOD/ShiLtJ and WSB/EiJ non-permissive strains.

Inhibitors blocking GSK3B and MEK have been found to overcome non-permissiveness in ESC derivation from the NOD/ShiLtJ mouse strain and non-permissive rat species^9,27,28^. However, GSK3B and MEK inhibitors are typically used in serum-free LIF conditions that are incompatible with fibroblast viability and reprogramming^32^. Furthermore 2i/LIF cannot be added post reprogramming, as it is ineffective at eliciting a change from the EpiSC state to the ESC state^47^. To capitalize on the ability of GSK3B and MEK inhibitors to overcome non-permissiveness, but maintain fibroblast viability during reprogramming, we added the two inhibitors with serum (2iS) three days into reprogramming and maintained 2iS conditions throughout colony selection and expansion. The resultant iPSC colonies were three-dimensional with ESC-like in morphology, could easily be expanded as single cells, and stained positive for the ESC maker PECAM1.

NOD/ShiLtJ male iPSC were prone to losing Chromosome Y with prolonged culture in 2iS. Prolonged culture in 2i has been linked to increased chromosomal abnormalities^38^, but such changes were not observed in the WSB/EiJ strain, suggesting that the chromosomal instability of the NOD/ShiLtJ Chromosome Y is affected by genetic background. ESC lines have a tendency to lose Chromosome Y at a frequency of 2–2.9%^40,41^. However, we observed eight out of twelve NOD/ShiLtJ male iPSC lines lost Chromosome Y (66.7%). The two NOD/ShiLtJ males that retained Chromosome Y may have other abnormalities as they are transcriptionally distinct from the other iPSC and have decreased expression of *Rad9a*; ESC with decreased *Rad9a* have higher levels of catenated mitotic spreads^48^.

Because non-permissive strains typically produce EpiSC, we compared the transcriptional profile of the iPSC to ESC and EpiSC states. The iPSC were closer transcriptionally to the ESC state than to the EpiSC state, providing evidence that 2iS is successful in deriving ESC-like iPSC from non-permissive strains. To our knowledge this is the first study to derive ESC-like iPSC from MEF of non-permissive strains by using addition of serum with GSK3B and MEK inhibitors during the reprogramming process. This discovery is applicable to deriving ESC from more differentiated cells, such as fibroblasts, that require MEK for survival and may be helpful for other non-permissive genetic backgrounds and species.

Genetic background affects iPSC derivation with some genetic backgrounds readily forming ESC-like iPSC and others resistant to iPSC formation under standard conditions. This is similar to what is observed for ESC derivation under standard conditions for permissive and non-permissive strains. All other species, including humans, form primed stem cells that are more similar to mouse EpiSC-like cells using standard ESC/LIF conditions suggesting that the permissiveness in *Mus musculus* may be an evolutionarily derived characteristic not present in other eutherian mammals (Fig. 6). This study reports the novel use of 2iS media during reprogramming to derive ESC-like iPSC from MEF of non-permissive mouse strains and shows the influence of genetic background on transcriptional differences among ESC-like iPSC.

**Figure 6:**
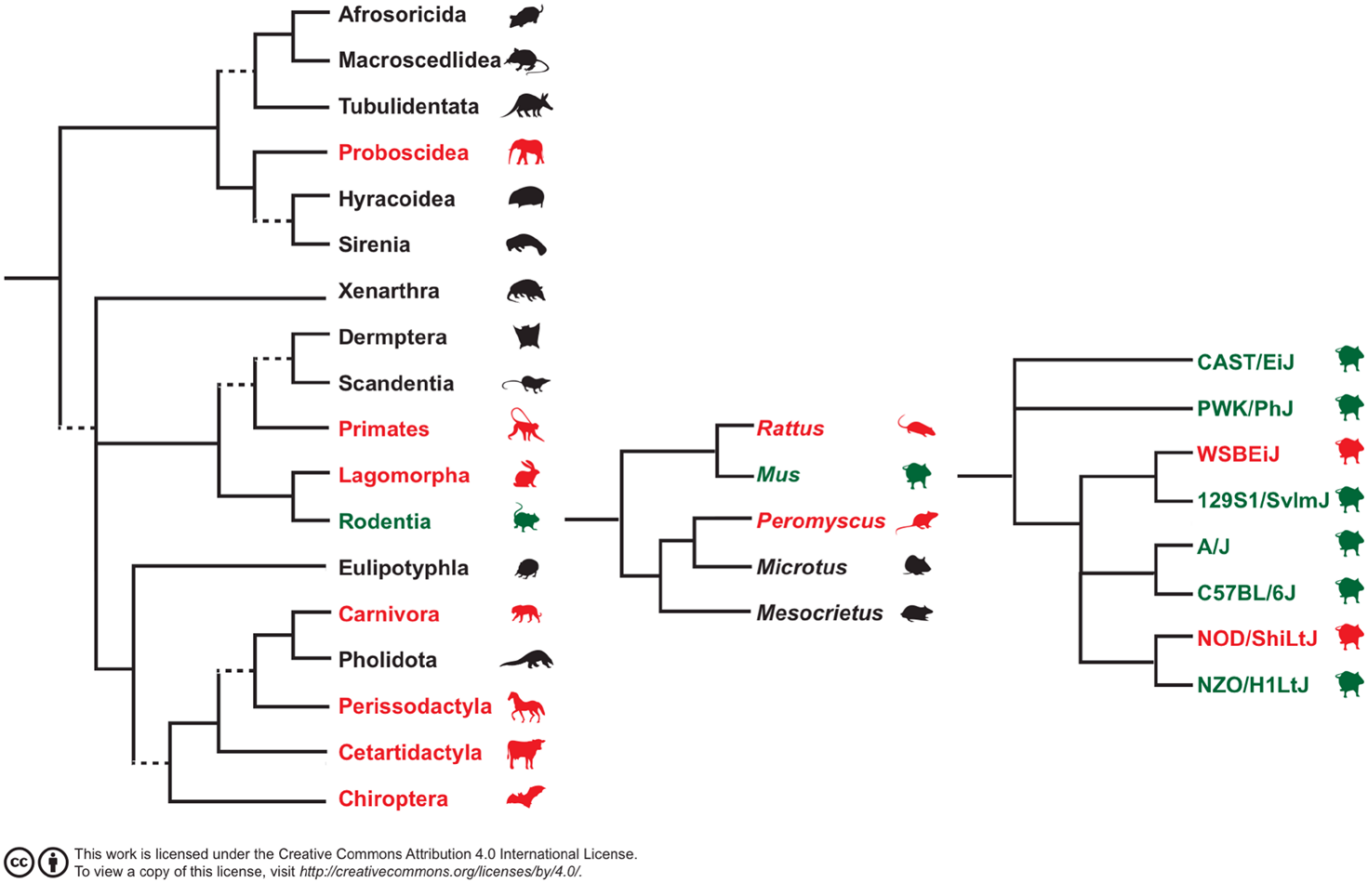
Cladogram of eutherian mammal orders with rodent genus groups and the eight *M. musculus* lines. Groups that have representatives from which ESC or iPSC have been derived are noted in color. Red, based on culture conditions are non-permissive to simple derivation; green, permissive to simple pluripotent stem cell derivation.

## Materials and Methods

### Cell lines

A range of 2 to 8 embryos were collected from one arm of the uterus of a pregnant dam 12.5–14.5 dpc for each inbred strain 129S1/SvImJ, C57BL/6J, PWK/PhJ, CAST/EiJ, A/J, NOD/ShiLtJ, WSB/EiJ, NZO/H1LtJ. Differentiated regions, such as the head, limbs, tail, heart, and kidney were removed from each embryo. Embryos from the same litter were then minced, pooled together, and treated with trypsin to break down cellular mass into single cell fibroblasts. The single cell suspension was then plated into flasks and allowed to expand to confluency. Confluent populations were frozen slowly using Life Technologies Recovery Cell Culture Freezing Medium, liquid at −80 C for 1 to 2 weeks and then transferred to liquid nitrogen for long-term storage. The same procedure was followed for the F1 hybrids used in this study. All animal studies were approved by the NC State University Institutional Animal Care and Use Committee.

NOD/ShiLtJ, WSB/EiJ and 129S1/SvImJ ESCs used for RNA sequencing were provided by Dr. Laura Reinholdt (The Jackson Laboratory, JAX). These ESC were derived using standard JAX protocols and maintained in ESC/LIF serum conditions with sodium pyruvate and supplemented with GSK3B and MEK inhibitors^49^. RNA was extracted from flash frozen cell pellets.

The NOD/ShiLtJ EpiSC used for RNA sequencing was provided by Dr. Ludovic Vallier^17^. The 129 EpiSC (FT129/4: 129/Sv background) used for RNA sequencing was supplied by Dr. Alice Jouneau^50^. Both EpiSCs were maintained as a previously described^17,50^. RNA was extracted from flash frozen cell pellets.

### Lentiviral reprogramming and colony expansion

Lentiviral reprogramming was performed using the STEMCCA Cre-Excisable Constitutive Polycistronic (OKSM) Lentivirus Reprogramming Kit from Millipore as per the manufacturer’s instructions. The same procedure was followed for all genetic backgrounds and reprogramming experiments. Genes for the four transcription factors, *Oct4*, *Sox2*, *Myc*, and *Klf4* integrate randomly into the genome, are constitutively expressed, and can be removed with the addition of an adenovirus-encoded cre-recombinase that acts on flanking loxp sites. However, the ectopically expressed OKSM factors were not removed in the present study.

Primary MEF at passage three were seeded at a density of 1 × 10^5^ cells onto a 0.1% gelatin coated six-well plate and allowed to expand in MEF expansion media for 24 hours in a 37C, 5% CO2 incubator. A total of 6 × 10^5^ fibroblasts (1 × 10^5^ cells per well on a six well plate) were reprogrammed for each strain. The MEF expansion media was replaced after 24 hours, polybrene transfection agent, and the virus were added at the optimal multiplicity of infection of 20. Standard procedures were followed to ensure even viral distribution and plates were incubated at 37 C overnight. After 24 hours the media was replaced with ESC media and was renewed every other day. Mouse iPSC colonies began to emerge between days 7 to 10 post transfection and were allowed to expand until the colony fit into the frame of a 10x magnification view around day 12 to 20 post transfection. Individual colonies were selected by manual dislodging and pipetting using a 200 ul wide orifice pipette and transferred to a 0.05% trypsin solution to digest the colony into single cells. The cell solution was then transferred to a 24 well gelatin coated plate containing a feeder layer of mytomycin inactivated MEF. The colonies were allowed to expand and were split every two to three days until they were confluent on a 10 cm tissue culture dish.

### iPSC selection conditions

#### 2i media

2i media containing LIF (Millipore) was added two days after virus addition and replaced every two days. Selected cells were passaged manually or as cell clumps using collagenase type IV.

#### 2iS media

One day after the virus was added, the media was removed and fresh ESC/LIF media was added to the wells. Three days after virus addition, the ESC/LIF media was removed and 2iS media was added. The media was replaced every other day. 2iS media was made just before use by adding the thawed inhibitors to ESC/LIF media. Some selected cells were initially passaged manually or as cell clumps using collagenase type IV and some selected colonies were passaged using 0.05% trypsin.

### Medium and culture conditions

#### Mouse Embryonic Fibroblast Medium

Mouse embryonic fibroblasts were grown and maintained in MEF Media. The composition of MEF media was DMEM GlutaMax (Life Technologies), 1% Penicillin/Streptomycin Solution (100X) (Life Technologies), and 10% Fetal Bovine Serum (Atlanta Biologicals). Mouse embryonic fibroblasts were passaged at least once a week using 0.25% Trypsin-EDTA (1x) with phenol red (Life Technologies).

#### Embryonic Stem Cell (ESC/LIF) Medium

The composition of ESC/LIF media was DMEM GlutaMax (Life Technologies), 1% Penicillin / Streptomycin Solution (100X) (Life Technologies), 15% ES Qualified Fetal Bovine Serum (Atlanta Biologicals), beta-mercaptoethanol (1000x) (Life Technologies), 1% Non-essential Amino Acid (NEAA) solution (100x) (Life Technologies), LIF (10 million units/1 ml) (Millipore). Cells were passaged using 0.05% Trypsin-EDTA (1X) with phenol red every two to three days.

#### 2i/LIF Medium

*2i/LIF media*: Serum free 2iS/LIF medium was purchased as ESGRO-2iMedium from Millipore.

#### 2iS Medium

2iS media was comprised of ESC/LIF media and supplemented with 3 uM of GSK3B inhibitor CHIR99201 and 1 uM of MEK inhibitor PD0325901. 2iS media was made just before use, by adding the thawed inhibitors to ESC/LIF media.

### RNA sequencing

Cells were flash frozen using liquid nitrogen as cell pellets and stored at −80 until RNA and/or DNA extraction could be performed. All RNA extractions were done using the Promega Maxwell LEV SimplyRNA extraction kit. cDNA, library prep, and RNA sequencing was performed by the Texas A&M Institute for Genome Sciences & Society. Extracted RNA was run on a Bioanalyzer (Agilent) to confirm sample integrity. cDNA libraries were created using the TruSeq Stranded mRNA library prep kit (Illumina). Samples were pooled and run on a 150 × 150 high output NextSeq500, generating 800 million paired end reads (approximately 32 million reads/sample).

### RNAseq analysis

A total of 453 million reads were checked for any adapter sequences and to trim any low-quality bases using Trimmomatic resulting in approximately 285 million filtered reads (63%) out of which a total of 229 million filtered reads (approximately 80%) mapped to the GRcm38/mm10 assembly^51^. Read mapping was performed using TopHat version 2.1.1^52^. HTSeq was used to generate raw read counts per gene using intersection-nonempty parameter to account for ambiguous read mappings^53^. Differential gene expression tests were then performed used DESeq2 following recommended guidelines by the authors^54^. Plots were generated using R programming language. The resulting gene expression values were uploaded to the Ingenuity Pathways Analysis (IPA) program (QIAGEN; Application Build 261899, Content Version 18030641) for gene function and biological pathway analysis. Additionally, the compare feature of IPA was used to identify the number of unique and overlapping differentially expressed genes between the iPSC vs. ESC and the iPSC vs. EpiSC comparisons.

The heatmap plots are shown in r-log, which is a moderated log-2 transformation of the data. The data has had a variance-stabilizing transformation applied before log-2 transformation. The variance-stabilizing transformation lowers the estimated fold change for genes with a low overall expression value, making these changes appear less drastic in plots.

### Sex PCR

Cells were flash frozen using liquid nitrogen as cell pellets and stored at −80 until DNA extraction could be performed. DNA was extracted using the Maxwell SEV Cell DNA extraction kit (Promega) from individually selected colonies. The sex of individual expanded colonies was determined using polymerase chain reaction (PCR) of the highly homologous SMC gene found on Chromosome X (*Smcx* = kdm5c) and Chromosome Y (*Smcy* = Kdm5d). Primer sequences used: SMCX-1: CCGCTGCCAAATTCTTTGG and SMC4-1: TGAAGCTTTTGGCTTTGAG. Thermocycler conditions: 35 cycles of: 95 C for 30 sec, 60 C for 30 sec, 72 C for 1 minute. PCR products were run on a 2.5% agarose gel. Due to homozygosity, a single *Smcx* band at 350 bp identified females. The mouse *Smcy* gene is missing an intron found in *Smcx* resulting in s shorter PCR product. Due to the intron difference, two bands at 350 and 300 base pairs were used to identify males^55^.

### MEF depletion

After expansion on a 10 cm tissue culture plate to passage 16 or greater, the colonies were MEF depleted to ensure only stem cells were collected for RNA or DNA extraction. The media was aspirated; the plates were washed with PBS, and treated with 0.05% trypsin. The trypsin was inactivated with the addition of media and all the cells were transferred to an un-gelatinized petri dish. The dish was incubated at 37 C for 1 hour, after which MEF bound to the petri dish and stem cells continued to float in the media. The stem cells were collected and plated onto a gelatinized tissue culture plate. The process was repeated as necessary to further deplete any remaining MEF.

### Karyotyping

Previously documented data support the idea that passaging iPSCs to passage 16 or greater eliminates transcriptional and epigenetic differences among iPSC lines^39^. Furthermore, emerging anecdotal evidence suggest that prolonged culture with the GSK3β and MEK inhibitors may promote karyotypic instability^38^. Consequently, we passaged all iPSC including those derived and maintained in 2iS media for 16 passages or greater. The iPSCs were then MEF depleted and split into four 10 cm tissue culture plates, one for DNA collection, one for RNA collection, one for storage, and one for karyotyping. If needed a second MEF depletion was performed before collection. Karyotyping was performed according to established protocols^56^. DAPI DNA stain was used for easier visualization. Images of twenty to forty spreads in widely separated fields were collected. The number of chromosomes in each spread was counted and then recounted by a separate impartial counter. If a discrepancy between the first two counts was recorded, the number of chromosomes was counted by a third impartial counter. Lines with 39 chromosomes in half of the counted spreads and a sex PCR profile of female were determined to be XO. Lines with 39 chromosomes in half of the counted spreads and a sex PCR profile of male were determined to have some other chromosome abnormality. iPSC lines with a minimum of 70% of spreads containing 40 chromosomes were considered karyotypically normal.

### Immunofluorescence staining

Square coverslips (18 × 18 mm, 1 oz, 0.16–0.19 mm thickness) were sterilized by in 70% ethanol and allowed to air dry under UV light for 1 hour. Following sterilization, one coverslip was placed flat into each well on a six well tissue culture plate. A 0.1% gelatin coating solution was placed in each six well, allowed to completely cover the surface of the well and coverslip, and incubated for 5 minutes at room temperature. Following incubation the remaining gelatin was aspirated.

A vial of mitomyicin treated inactivated primary MEFs from Millipore was thawed using the slow freeze/fast thaw technique for thawing cells. A volume of 10 ul was used to count the number of MEFs using a Cell Countess (Invitrogen). The cells were diluted and distributed in MEF media to the appropriate volume to cover a six well plate and incubated overnight at 37 C. The following day the media was replaced with fresh MEF media until stem cells were added to the prepared MEF plates. When stem cells were added to the MEF plates the media was changed to ESC/LIF media.

After two to three days of growth, when stem cells cells have reached the desired density, the culture medium was aspirated and the cells were washed twice in PBS. The cells were fixed in 2% paraformaldehyde and incubated at room temperature for 20 minutes. After incubation the cells were washed twice with PBS. Non-specific staining was blocked by adding 1 ml of blocking buffer (1% BSA in PBS) and incubating for one hour at room temperature after which the blocking buffer was removed. PECAM1 monoclonal primary antibody (BD Biosciences 553370) was diluted 1:400 or CD40 polyclonal primary antibody (R&D Systems AF440) was diluted 1:500 in dilution buffer (0.1% BSA in PBS) before adding to the wells. Primary antibodies were incubated at 4C overnight.

The following day the primary antibody solution was removed and the cells were washed three times in PBS. The secondary polyclonal antibody (Alexa Flour 488-labeled donkey anti-rat IgG, Jackson Antibodies 712-545-153 for PECAM1 or Alexa Flour 546-labeled donkey anti-goat IgG, Life Tech A11056 for CD40) was diluted 1:400 in dilution buffer, added to the wells, and incubated in the dark at room temperature for one hour. Following incubation, the secondary antibody solution was removed and the cells were washed three times in PBS. The coverslips were then removed with a fine tip tweezers from the six-well plate and air dried for approximately 30 minutes. The coverslips were then placed, cells down in one drop of VECTASHIELD HardSet Antifade Mounting Medium with DAPI on a 25 × 75 × 1 mm rectangle slide. The coverslips were allowed to adhere to the slide for 15 minutes and stored at 4 C until visualization. Visualization and image capture were performed one to two days following immunofluorescence staining using a Lieca DM 5500B fluorescence microscope.

### Compliance

All methods were performed in accordance with the relevant research guidelines and regulations.

## Electronic supplementary material

Supplementary Figures

## Data Availability

The RNAseq data used in the analysis is available through the NCBI Gene Expression Omnibus (Accession Number GSE110579).

# Supplementary material for: Permissiveness to form pluripotent stem cells may be an evolutionarily derived characteristic in Mus musculus
**Source:** Sci Rep. 2018 Oct 2;8:14706. doi: 10.1038/s41598-018-32116-8
**Supplement:** Supplementary file 1 — Supplementary Figures

**Permissiveness to form pluripotent stem cells may be an evolutionarily  
derived characteristic in *Mus musculus***

Tiffany A. Garbutt, Thomas I. Konneker, Kranti Konganti, Andrew E. Hillhouse, Francis  
Swift-Haire, Alexis Jones, Drake Phelps, David L. Aylor, David W. Threadgill

## Supplemental Information

NOD/LtJ

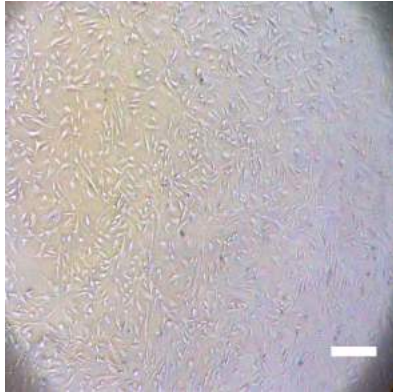

A. day before virus

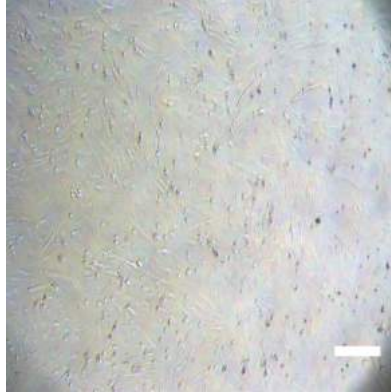

B. 5 days after virus

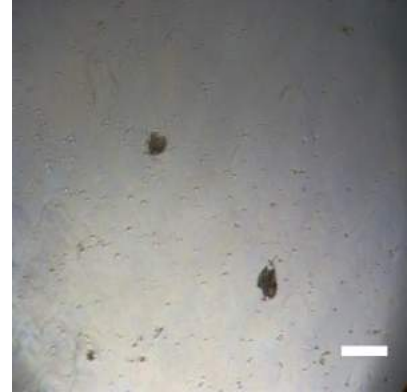

C. 21 days after virus

WSB/EiJ

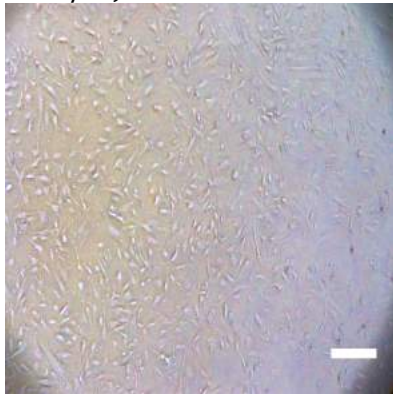

D. day before the virus

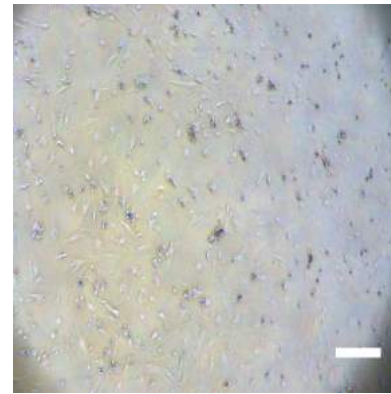

E. 5 days after virus

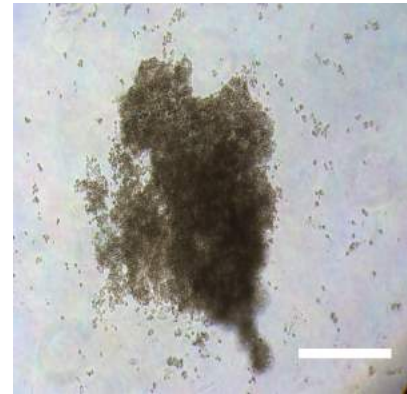

F. 18 days after virus

### **Figure 1: Serum free conditions during reprogramming leads to cell death**

(A,B,D,E) Approximately five days after the addition of 2i in serum free conditions, cell death became obvious in both backgrounds. (C,F) By 18 – 21 days after the addition of 2i in serum free conditions all the cells were dead and detached from the plate. Some floating clumps were selected and placed on MEFs but did not expand. Scale bars are 400  $\mu\text{m}$ .

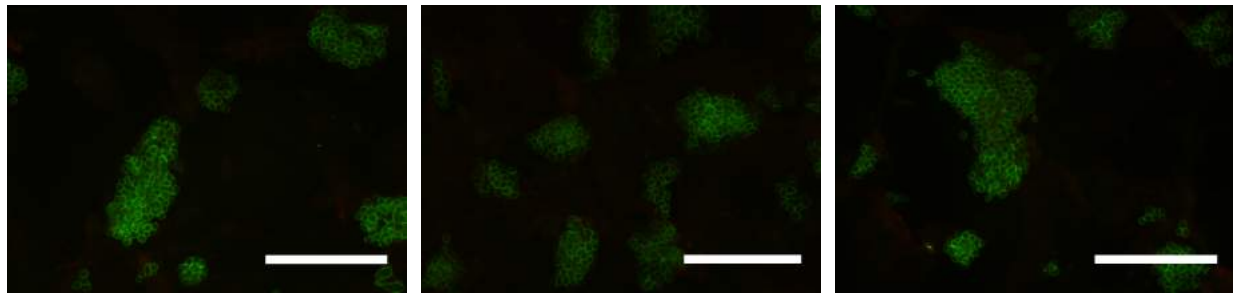

A. NOD/LtJ iPSC.2iS Male

B. NOD/LtJ iPSC.2iS Female

C. WSB/EiJ iPSC.2iS Male

**Figure 2: NOD male and female iPSC grown in 2iS stain homogenously for PECAM1**  
The cells were stained for the ESC marker PECAM1 (green) and the EpiSC maker CD40 (red). There are no differences in cell surface staining between male and female NOD/ShiLtJ iPSC. Scale Bars are 200  $\mu$ m.

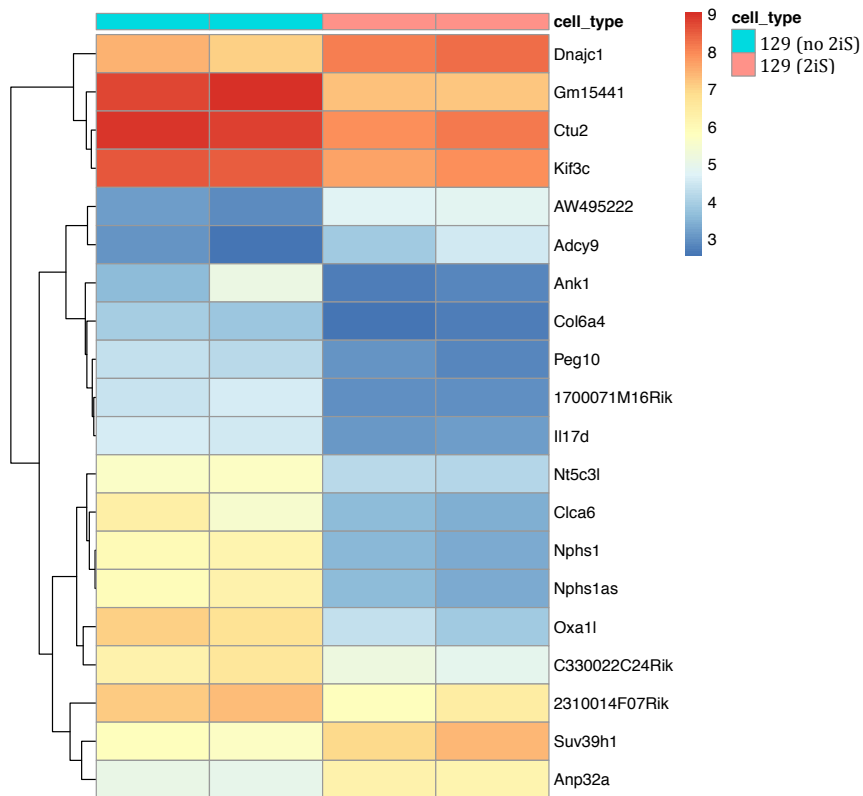

**Figure 3: Difference between 129S1/SvImJ iPSC maintained in 2iS media versus ESC/LIF media**

129S1/SvImJ male iPSC were derived and maintained in standard ESC/LIF media for 16 passages and then transferred and maintained in 2iS media for eight passages. Their transcriptional profiles were compared, revealing 39 differentially expressed genes, 20 of which are depicted here with varying degrees of expression. 

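All 20 genes of this heat map were differentially expressed between 2iS and ESC/LIF, 15 lower and 5 higher in 2iS, with log2 fold changes from -6.19 to 5.06. The same held with DESeq2, and with uniquely aligned read pairs as the library size, chosen after seeing the data. The paper shows these 20 genes as differentially expressed in the same libraries and names DESeq2 for its tests. Their result therefore restates the paper's choice and is not independent evidence. Exons of 16 of the 20 overlap exons of a gene on the opposite strand. The values shown in the heat map are r-log values, a log2 scale on which changes of genes with few counts are reduced.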

Cells maintained in 2iS media had reduced expression of *Ank1*, *Col18A1*, *Nphs1*, and *Il17D*, genes associated with cell death. 

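The files list these genes by symbol, and values are given in 2iS and in ESC/LIF (n = 2 clones each, positions on GRCm38, adjusted p from edgeR). Ank1, on chromosome 8 from 22974844 to 23150497, had 4.68 ± 6.62 CPM (SD) in 2iS and 337 ± 323 in ESC/LIF, where clone 1 had 114 counts and clone 17 had 9. Its log2 fold change was -6.19 (standard error 0.67, adjusted p = 2.23e-19), and -8.72 to -4.27 with 1 library left out in turn. Col18a1, on chromosome 10 from 77052178 to 77166548, had 63.2 ± 36.4 and 359.8 ± 45.5 CPM, a log2 fold change of -2.47 (standard error 0.39, adjusted p = 1.9e-08; -3.25 to -1.995 with 1 library left out). Nphs1, on chromosome 7 from 30458315 to 30487223, had 12.1 ± 17.2 and 810.3 ± 82.1 CPM, a log2 fold change of -5.86 (standard error 0.46, adjusted p = 3.13e-35), which ranged from -9.74 to -4.99. Il17d, on chromosome 14 from 57524777 to 57543166, had 17.4 ± 1.80 and 308 ± 28.1 CPM, a log2 fold change of -4.03 (standard error 0.55, adjusted p = 1.91e-11; -4.15 to -3.93 with 1 library left out). For each of these 4 genes at least 1 of these values moved by more than the spread between clones. Exons on the opposite strand overlap 862 bp of Ank1 and 780 bp of Nphs1 and none of Col18a1 and Il17d. All 4 stayed past the threshold with DESeq2, with the clone as a block, and with uniquely aligned read pairs as the library size.

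**Figure D5:**
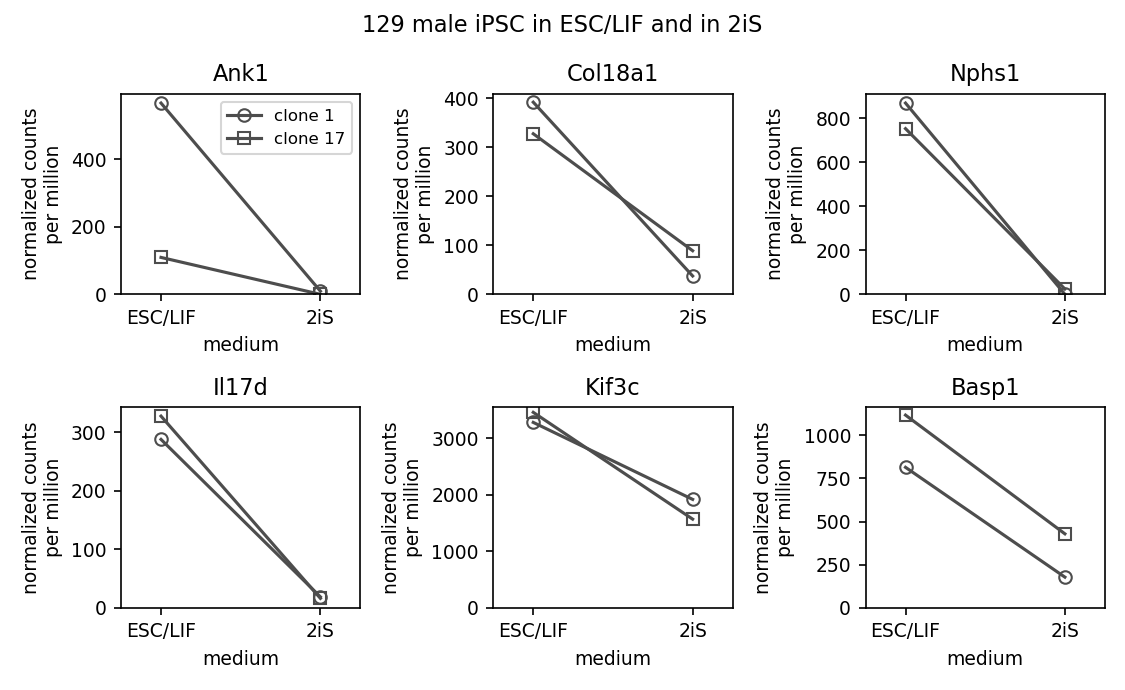
TMM-normalized CPM of Ank1, Col18a1, Nphs1, Il17d, Kif3c and Basp1 in ESC/LIF and in 2iS for 129S1/SvImJ male iPSC clones 1 and 17, with a line joining the values of each clone. All 6 genes were lower in 2iS in both clones, with log2 fold changes from -6.19 (Ank1) to -0.93 (Kif3c).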

Lower expression of *Kif3C*, *Basp1*, and *Nphs1* in 2iS maintained cells compared to ESC/LIF maintained cells, is associated with reduced cytoskeleton organization.

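Kif3c (ENSMUSG00000020668.10), on chromosome 12 of GRCm38 from 3365132 to 3406494, had 1744 ± 247.1 CPM (SD, n = 2) in 2iS and 3369 ± 126 (SD, n = 2) in ESC/LIF. The log2 fold change was -0.93 (standard error 0.21, adjusted p = 0.000336 from edgeR, and 0.034 with the clone as a block), and -1.06 to -0.80 with 1 library left out in turn. Exons on the opposite strand overlap 3016 bp of Kif3c. Basp1 (ENSMUSG00000045763.8), on chromosome 15 from 25363277 to 25413764, had 303 ± 177 and 965 ± 214 CPM, a log2 fold change of -1.59 (standard error 0.25, adjusted p = 3.36e-08 from edgeR; -2.39 to -1.09 with 1 library left out), and has no exons on the opposite strand. Without clone 17 in 2iS, the value of Basp1 (-2.39) moved by more than the spread between clones. For Nphs1 the log2 fold change was -5.86.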

How the deposited data were processed for this re-analysis (not part of the article)

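RNA was sequenced from 14 iPSC, 3 ESC and 2 EpiSC, 1 library each. For each library the authors deposited a raw count of read pairs per gene for 23420 genes, made with HTSeq in its intersection-nonempty mode after trimming and alignment to GRCm38 with TopHat, together with the numbers of read pairs on no gene, on more than 1 gene, of low alignment quality, not aligned and not aligned uniquely. The counts were whole numbers and were used as deposited, without normalization by the authors. The sequencing reads were not used here.

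The condition of each library was taken from its title and library name, since the source name and characteristics of the same sample name another condition in all 19 libraries. The genes Kdm5d, Ddx3y, Eif2s3y and Uty of Chromosome Y had counts that contradicted the sex of the title in 0 of 19 libraries and the sex of the characteristics in 10 of 19. The second set of labels was run as an alternative.

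Between 92996 and 567432 read pairs per library were counted on genes, of 6082886 to 16307859 uniquely aligned read pairs (on a gene, on no gene or ambiguous). Expression values are given in CPM, counts scaled to a common library size. A count of 3 is 5.29 CPM in the deepest library and 32.3 in the shallowest, before TMM normalization, which the values per gene include. Shares of read pairs are given with 95% Wilson confidence intervals from scipy 1.17.1, which, as the floors, cover counting error only.

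Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with the groups of the fit, glmQLFit and glmQLFTest), with a Benjamini-Hochberg adjusted p under 0.05. Cell states were compared in a single fit of 12 iPSC (without NOD/ShiLtJ males), 3 ESC and 2 EpiSC, again without the WSB/EiJ ESC, and again with the 6 NOD/ShiLtJ and WSB/EiJ iPSC alone. The 12 iPSC of Fig. 4B were fitted in 6 groups of strain and sex, for NOD/ShiLtJ males against the mean of the other 5 groups, NOD/ShiLtJ males against NOD/ShiLtJ females, and the interaction of sex and strain. The 2 129S1/SvImJ male iPSC in 2iS were compared with the same clones in ESC/LIF. A comparison of female and male iPSC of WSB/EiJ and 129S1/SvImJ was added after seeing the data. Adjusted p-values of single genes come from these edgeR fits unless DESeq2 is named.

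Principal components and Euclidean distances used r-log values from DESeq2 1.42.0 made from all 19 libraries, over the 500 genes with the highest variance for the principal components and over the 5677 genes that pass filterByExpr for the distances. Distances were tested with exact permutation tests over the 91 ways to choose 2 of 14 iPSC (one-sided) and the 10 ways to label 2 of the 5 ESC and EpiSC lines as EpiSC (two-sided). Where each group held at least 3 samples, the count of differentially expressed genes was computed for other splits of the same samples, at most 100 of them. Log2 CPM used a prior count of 2.

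The paper names DESeq2 for its tests, HTSeq for its counts and r-log for its heat maps, and its text names no threshold for a differentially expressed gene. The alternatives were DESeq2's Wald test at an adjusted p under 0.05, under 0.1, and under 0.05 with an absolute log2 fold change of at least 1; edgeR with DESeq2's size factors, with no filter on low counts, with at least 10 counts in every library, with an adjusted p under 0.1 or 0.01, or with an absolute log2 fold change of at least 1; the groups of a comparison fitted alone; strain as a covariate; male iPSC only; without the 129S1/SvImJ iPSC moved to 2iS; the clone as a replicate block; other groupings of the NOD/ShiLtJ male comparison; other transformations, gene numbers and distance measures; and leaving out replicates in turn. After seeing the data, uniquely aligned read pairs as the library size and genes without exons on the opposite strand were added, and DESeq2 and its size factors for the genes with the largest changes and the marker genes.

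Positions and exons come from GENCODE M21 on GRCm38. Of the 23420 genes, 23014 (98.3%) were matched by symbol, 1274 of them by an older symbol, and 5654 of the matched genes have exons that overlap exons of another gene on the opposite strand.

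Genes named in the text are those the paper names for a comparison, the genes of the heat maps of Fig. 4B and Supplementary Fig. 3 as sets, marker genes listed before the data were examined, and for a comparison the 3 genes with the largest log2 fold change in each direction among the differentially expressed genes for which every sample of one group was above every sample of the other. These 3 are given for 5 comparisons. The other comparisons repeat these on part of the samples or are a contrast of the same fit, and their genes are not named.

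The models were tested on simulated data with the same groups and 200 genes changed by a log2 fold change of 2, as many up as down. All genes were given the same dispersion. At an adjusted p under 0.05, edgeR recovered 78.5% to 84.0% of the changed genes, with 5.17% to 6.55% of its calls false, and DESeq2 recovered 59.0% to 77.0%, with 0% to 2.53% false. These rates need not hold for the real data. Between NOD/ShiLtJ male and other iPSC, for example, 2820 of 4784 tested genes were called. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

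Pathway results, cell counts, staining and karyotypes of the paper were not analysed here, and a comparison of ESC with EpiSC was not made, since the paper reports none.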

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

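The tests of library size, of the share of aligned read pairs, of GC content, of ambiguous read pairs, of Xist and of fibroblast RNA in ESC were chosen only after the result was seen; the tests of overlap with exons on the opposite strand, of the 10 genes with the most counts and of gene length were set before. The test of gene length was read as undecided only after its result was seen.

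The difference between male and female iPSC in NOD/ShiLtJ differed from that in WSB/EiJ and 129S1/SvImJ for 1343 genes by an interaction contrast, and the genes of Fig. 4B were lower in NOD/ShiLtJ males. The NOD/ShiLtJ male libraries are also the only ones with at least 5.59% of the uniquely aligned read pairs counted on genes, against at most 1.74% in the other libraries. A candidate explanation is that in most libraries the counted read pairs lie on the strand opposite to the transcripts, and that in the NOD/ShiLtJ male libraries more read pairs were counted on the transcript's own strand, which would lower the CPM of genes whose counts come from the other strand. Of the genes lower in NOD/ShiLtJ males, 81.3% overlap exons on the opposite strand, against 28.5% of the genes higher in them. In aligned CPM (counts scaled to the uniquely aligned read pairs of the library), the median log2 ratio of NOD/ShiLtJ males to the other iPSC was 0.71 over 1259 genes with such overlap and 2.70 over 1111 genes without it. With uniquely aligned read pairs as the library size, 18 of the 50 genes of Fig. 4B stayed lower at an adjusted p under 0.05 and the median log2 fold change of the 50 was -0.22, and since these genes were shown for being lower, this does not settle whether a difference remains beyond the library size. Counts of 79 ribosomal protein genes, which are transcribed at high levels, were 1339.8 and 1219 aligned CPM in NOD/ShiLtJ males and 38.8 to 179 in the other libraries.

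Other technical explanations of the genes of Fig. 4B were tested. The 10 genes with the most counts took at most 7.38% of the counts in NOD/ShiLtJ males and 8.96% to 13.5% in the other libraries, so these genes were not displaced by a few others. Across all tested genes, Spearman's rho of the log2 fold change was 0.135 with exonic length and 0.185 with GC content, and over the 2655 genes without exons on the opposite strand 0.0036 and 0.343; genes are not independent replicates, and nearly all genes of Fig. 4B are outside the second set. The 49 genes of Fig. 4B with a known GC content lay below the median of the genes in the same of 10 bins of GC content, by a median log2 fold change of -3.02, but genes shown for being lower would do so in any bin. Gene length and GC content were therefore not excluded. The biological explanation, a state of NOD/ShiLtJ male iPSC, cannot be told apart from the way these libraries were made or counted, since no other library shares their share of read pairs on genes. Among genes without exons on the opposite strand, 183 genes passed the interaction contrast.

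A median of 98.5% of the uniquely aligned read pairs of the 19 libraries were on no gene, a category the paper does not analyse. Counting on the strand opposite to the transcripts is a candidate explanation, since 90.0% of the 100 genes with the most counts in the 17 libraries other than NOD/ShiLtJ males overlap exons on the opposite strand, against 24.6% of all matched genes. Read pairs that overlap more than 1 gene were at most 0.0187% of the uniquely aligned read pairs in any library, so they did not account for it. The reads and alignments were not used here, so the strand of the counting was not measured directly. No biological explanation was tested.

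Xist had a mean of 5359.9 CPM in the 3 ESC, all male, where little Xist RNA would be expected, and 1262 in the 8 male iPSC against 1670 in the 6 female iPSC. Mislabelled samples were not the cause by the counts on 4 genes of Chromosome Y, which contradicted the sex of the titles in 0 of the 19 libraries. The 2 EpiSC, also male, had 11.4 and 116 CPM. Transcription of the opposite strand of the locus, where Tsix lies, may be counted as Xist, and the counts of Xist in male iPSC and ESC are consistent with this. Tsix was higher in the female than in the male iPSC of WSB/EiJ and 129S1/SvImJ (log2 fold change 3.13, adjusted p = 0.000434 from edgeR, every one of the 4 female clones above every one of the 4 male clones), as Xist would be if its read pairs were counted on the opposite strand. Of the other libraries, the NOD/ShiLtJ iPSC and the ESC did not follow sex. Tsix had 11.6 and 47.2 CPM in NOD/ShiLtJ females, 44.2 and 20.8 in NOD/ShiLtJ males, and 241 to 488 in the male ESC. The remaining male libraries were low, with 9.36 and 0 CPM in 129S1/SvImJ male iPSC in 2iS and 0 in both EpiSC. The opposite strand and a real Xist signal in male cells cannot be told apart by these tests.

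Col1a1, a marker of fibroblasts, had at least 32 counts in each of the 3 ESC and 7 in the 12 iPSC together, and the paper does not report on it. Fibroblast RNA in the ESC pellets may be the source, since the paper states that iPSC were depleted of feeder fibroblasts before sequencing. The listed fibroblast markers together had 1768 to 2597 CPM in ESC, above all 12 iPSC compared with them (358 to 1051) but below the NOD/ShiLtJ male iPSC (4008 and 2847), so the test set for all iPSC did not settle it. Without Fn1 and Vim, a choice made after seeing the values, the markers had 46, 61 and 125 counts in the ESC, 8 and 19 in the EpiSC and 0 to 4 in each iPSC. Fibroblast RNA remains a candidate, and expression by the ESC themselves was not tested.

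In 48 groups of 4 to 10 libraries, 3 libraries lay far from the others of their group by Dixon's test, where 2.4 would be expected by chance. WSB/EiJ female iPSC clone 28 had 1.74% of the uniquely aligned read pairs on genes and the other 9 iPSC of Fig. 4B without NOD/ShiLtJ males had 1.41% to 1.57%. WSB/EiJ male iPSC clone 12 had 189587 gene counts and the 3 other WSB/EiJ iPSC had 95702 to 107623. Ank1 was at 3.99 log2 CPM in NOD/ShiLtJ male iPSC clone 35 and at 3.41 in the 3 other NOD/ShiLtJ iPSC, a difference that rests on 3 counts against 0. No technical or biological explanation was tested for these 3.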

How the results depend on the processing

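Counts of differentially expressed genes are called changed here where they moved beyond 1.5 times, and other values where they moved by more than the spread between replicates. Of 173 alternatives set before the data were examined for 17 results, 105 left the result unchanged, 67 moved it and 1 took it below the threshold; of 37 alternatives added after seeing the data for 18 results, 18 left it unchanged and 19 moved it. More genes differed between iPSC and EpiSC than between iPSC and ESC under every alternative run for both. For every value below, the cause was not tested.

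At an adjusted p under 0.01, the counts were 111 (iPSC versus ESC), 626 (iPSC versus EpiSC), 75 and 602 (the same without the WSB/EiJ ESC), 81 and 540 (NOD/ShiLtJ and WSB/EiJ iPSC versus ESC and EpiSC) and 126 (129S1/SvImJ iPSC in 2iS versus ESC/LIF). At an adjusted p under 0.1 they were 252 versus ESC without the WSB/EiJ ESC and 296 for NOD/ShiLtJ and WSB/EiJ iPSC versus ESC. Without a filter on low counts they were, in the order of the 6 comparisons of cell states above, 600, 1874, 450, 1865, 404 and 1575. With at least 10 counts in every library they were 45, 364, 31, 363, 29 and 365, then 991 for NOD/ShiLtJ male versus other iPSC, 965 for NOD/ShiLtJ males versus females and 85 for 2iS versus ESC/LIF, and the median absolute log2 fold change was 0.25 against ESC and 0.53 against EpiSC.

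With the conditions of the source names and characteristics, the counts of the 6 comparisons of cell states were 0 (153 at an unadjusted p under 0.05), 10, 0 (216), 8, 0 (211) and 9. The other comparisons then gave 304 for NOD/ShiLtJ male versus other iPSC, 0 (495 at an unadjusted p under 0.05) for NOD/ShiLtJ males versus females, 108 for the interaction of sex and strain and 1432 for 2iS versus ESC/LIF. The medians were 0.32 against ESC and 0.49 against EpiSC, and the distance of NOD/ShiLtJ male iPSC from the other iPSC was 41.7, no longer the largest (one-sided exact permutation test, p = 0.0989).

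DESeq2 at an adjusted p under 0.05 gave 1542 genes for NOD/ShiLtJ male versus other iPSC, 1008 for NOD/ShiLtJ males versus females, 843 for the interaction, 37 for 2iS versus ESC/LIF and 13 for female versus male iPSC. With an absolute log2 fold change of at least 1 as well, the first 4 of these were 1446, 985, 839 and 31. At an adjusted p under 0.1, DESeq2 gave 1822 genes for NOD/ShiLtJ male versus other iPSC, 1140 for NOD/ShiLtJ males versus females and 51 for 2iS versus ESC/LIF. The comparison of 2iS with ESC/LIF gave 102 genes with the clone as a replicate block and 113 with all 14 iPSC in a single fit.

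PC1 held 32.8% of the variance with all genes that pass the filter, 28.9% with log2 CPM and 33.1% with the variance stabilizing transformation; PC2 held 14.6% with 1000 genes, 12.3% with all genes and 17.2% with log2 CPM.

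Replicates were left out in turn. This gave 88 to 156 genes for iPSC versus ESC, 78 to 139 for NOD/ShiLtJ and WSB/EiJ iPSC versus ESC, median absolute log2 fold changes of 0.39 to 0.44 against ESC and 0.72 to 0.94 against EpiSC, 66.3 to 69.7 for the distance of NOD/ShiLtJ male iPSC, and 14.3 to 26.2 for the distance to EpiSC minus that to ESC. The distance of iPSC to EpiSC minus that to ESC stayed positive under every alternative run. Leaving out 1 ESC was not run without the WSB/EiJ ESC, where 1 ESC would be left, and for the counts against EpiSC only the WSB/EiJ ESC was left out (1103 genes).

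These alternatives were chosen after seeing the data. With uniquely aligned read pairs as the library size, 3812 genes differed between NOD/ShiLtJ males and females and 3626 passed the interaction contrast, the medians were 0.50 against ESC and 0.87 against EpiSC, the share of the 2820 genes lower in NOD/ShiLtJ males was 17.7%, PC1 held 42.8% and PC2 13.9%. Among genes without exons on the opposite strand, the counts of the 6 comparisons of cell states were 111, 386, 86, 366, 89 and 330, and the others were 721 for NOD/ShiLtJ male versus other iPSC, 316 for NOD/ShiLtJ males versus females, 183 for the interaction, 69 for 2iS versus ESC/LIF and 3 for female versus male iPSC.

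For single genes, 43 of 50 alternatives set before the data were examined left the log2 fold change unchanged and 7 moved it, in the same direction. Of 200 added afterwards, 184 left the gene unchanged, 9 took it below the threshold, 3 took it past the threshold and 4 reversed its direction. The 4 reversals were in iPSC versus ESC with uniquely aligned read pairs as the library size, where the log2 fold change of Tfcp2l1 went from -0.07 to 0.18, Nanog from -0.17 to 0.11, Dnmt3b from -0.13 to 0.17 and Sox2 from -0.24 to 0.051, none of them past the threshold with either library size.

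Depth limits the genes that were tested. A gene with fewer than 3 counts is below 32.3 CPM, before TMM normalization, in the shallowest library. Ddx3y was the only gene of Chromosome Y with enough counts. Cd40 and the listed markers of the primed state other than Dnmt3b had too few.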

Differences from the paper's values

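Between 129S1/SvImJ male iPSC in 2iS and in ESC/LIF, 192 genes were differentially expressed, and the paper's number is 39. Of the 12 alternatives set before the data were examined, 3 came within 1.5 times of the paper's number: DESeq2 at an adjusted p under 0.05 (37), under 0.1 (51), and under 0.05 with an absolute log2 fold change of at least 1 (31). The other 9 did not, with 232 at an adjusted p under 0.1, 126 under 0.01, 150 with an absolute log2 fold change of at least 1, 191 with DESeq2's size factors in edgeR, 186 without a filter, 85 with at least 10 counts in every library, 1432 with the conditions of the source names and characteristics, 102 with the clone as a block and 113 with all 14 iPSC in a single fit.

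For genes that differed between iPSC and ESC only, the count was 126, and the paper's is about 200 in Fig. 5A, read by eye. The alternatives set before the data were examined that came within 1.5 times of this were an adjusted p under 0.1 (173), DESeq2 at an adjusted p under 0.05 (136) or 0.1 (185), and strain as a covariate (168). Those that did not were an adjusted p under 0.01 (71), an absolute log2 fold change of at least 1 in edgeR (118) or DESeq2 (131), DESeq2's size factors (133), no filter (372), at least 10 counts in every library (19), the source names and characteristics (0, and 153 genes against ESC at an unadjusted p under 0.05), the groups of each comparison fitted alone (129), male iPSC only (77) and the 129S1/SvImJ iPSC moved to 2iS left out (103). The library size from uniquely aligned read pairs, chosen after seeing the values, gave 165, also within 1.5 times, and genes without exons on the opposite strand, chosen in the same way, gave 65, which was not.

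In both comparisons, 122 genes were found, and the paper's number is about 77 in Fig. 5A, read by eye. An absolute log2 fold change of at least 1 in edgeR (102), DESeq2 at an adjusted p under 0.05 (99) and with a log2 fold change of at least 1 (88), the groups of each comparison fitted alone (89), male iPSC only (89) and the 129S1/SvImJ iPSC moved to 2iS left out (103) came within 1.5 times of it. An adjusted p under 0.1 (185) or 0.01 (40), DESeq2 at an adjusted p under 0.1 (143), DESeq2's size factors (120), no filter (228), at least 10 counts in every library (26), the source names and characteristics (0, and 153 genes against ESC at an unadjusted p under 0.05) and strain as a covariate (150) did not.

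Without the WSB/EiJ ESC, 76 genes differed between iPSC and ESC only, and the paper's number is about 120 in Fig. 5B, read by eye. An adjusted p under 0.1 (113), DESeq2 at an adjusted p under 0.1 (99), the groups of each comparison fitted alone (104) and strain as a covariate (99) came within 1.5 times of it. An adjusted p under 0.01 (50), an absolute log2 fold change of at least 1 in edgeR (78) or DESeq2 (73), DESeq2 at an adjusted p under 0.05 (72), DESeq2's size factors (79), no filter (275), at least 10 counts in every library (13), the source names and characteristics (0, and 216 genes against ESC at an unadjusted p under 0.05), male iPSC only (65) and the 129S1/SvImJ iPSC moved to 2iS left out (65) did not. The library size from uniquely aligned read pairs, chosen after seeing the values, gave 82, also within 1.5 times, and genes without exons on the opposite strand, chosen in the same way, gave 47, which was not.

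In both comparisons without the WSB/EiJ ESC, 80 genes were found, and the paper's number is about 51 in Fig. 5B, read by eye. An absolute log2 fold change of at least 1 in edgeR (73), DESeq2 at an adjusted p under 0.05 (57) and with a log2 fold change of at least 1 (49), the groups of each comparison fitted alone (55), male iPSC only (60) and the 129S1/SvImJ iPSC moved to 2iS left out (70) came within 1.5 times of it. An adjusted p under 0.1 (139) or 0.01 (25), DESeq2 at an adjusted p under 0.1 (92), DESeq2's size factors (81), no filter (175), at least 10 counts in every library (18), the source names and characteristics (0, and 216 genes against ESC at an unadjusted p under 0.05) and strain as a covariate (92) did not. Among genes without exons on the opposite strand, chosen after seeing the values, the number was 39 without the WSB/EiJ ESC, within 1.5 times, and 46 with it, which was not. The library size from uniquely aligned read pairs, chosen in the same way, gave 90 without the WSB/EiJ ESC and 161 with it, neither within 1.5 times.

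The legend of Fig. 4 states that NOD/ShiLtJ male iPSC have lower expression of most genes than the other strains. All 50 genes of its heat map were lower and differentially expressed here as well. Across all 2820 differentially expressed genes, in a contrast that has NOD/ShiLtJ females among the other iPSC, 45.1% were lower in NOD/ShiLtJ males. With DESeq2, the paper's tool, 78.2% of 1542 genes were lower at an adjusted p under 0.05, 73.3% of 1822 under 0.1 and 82.1% of 1446 with an absolute log2 fold change of at least 1, which is the paper's direction. Most were also lower in edgeR at an adjusted p under 0.01 (51.5%), with an absolute log2 fold change of at least 1 (57.0%), with DESeq2's size factors (51.6%), with NOD/ShiLtJ males and all other iPSC as the only groups (55.4%) and against the 6 other iPSC derived in 2iS (50.3%). The share was 43.0% at an adjusted p under 0.1, 39.6% without a filter, 48.0% with at least 10 counts in every library, 2.96% with the source names and characteristics and 46.5% with the 129S1/SvImJ iPSC moved to 2iS as a group of their own.

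The paper expects that genes specific to females would fall in the overlap of both comparisons. Of 32 genes higher in female than in male iPSC of WSB/EiJ and 129S1/SvImJ, a comparison chosen after seeing the data, 2 differed from ESC, 8 from EpiSC and 1 was in the overlap. These genes were chosen for being higher in females, not for being specific to them. The iPSC compared with ESC and EpiSC also held both sexes, so these numbers do not decide the paper's expectation.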

Other observations

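The test with the female and male iPSC was chosen only after the result was seen; the other tests here were set before their own results were seen, but uniquely aligned read pairs as the library size and genes without exons on the opposite strand were chosen as alternatives after seeing the data. That the tests with fewer ESC and without fibroblast-like genes had little room to remove the pattern was noted only after their results were seen, and single lines and fibroblast markers were compared between ESC and EpiSC only after their values were seen.

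More genes differed between iPSC and EpiSC (448 higher and 681 lower in iPSC) than between iPSC and ESC (40 higher and 208 lower), and technical explanations of this were tested. Among genes without exons on the opposite strand, 386 differed from EpiSC and 111 from ESC, so the pattern did not rest on genes with such annotated exons. Only overlap of annotated exons was removed. Counts from the other strand were therefore not excluded for the genes that were kept. With uniquely aligned read pairs as the library size the counts were 1406 and 326. The larger number against EpiSC remained after both of these. With 2 ESC and 2 EpiSC (without the WSB/EiJ ESC), 156 genes differed from ESC and 1103 from EpiSC, and at most 156 differed from ESC whichever ESC was left out. With each line alone, the median absolute log2 difference from the iPSC was 0.61 and 0.75 for the EpiSC and 0.45 to 0.54 for the ESC. The pattern was present with equal numbers of lines, and with unequal numbers the ESC had more lines, not the EpiSC. Leaving out 13 genes, the fibroblast markers tested and those that correlate with them, gave 238 genes against ESC and 1124 against EpiSC, a step that lowers the number against ESC and so had little room to remove the pattern. The listed fibroblast markers other than Fn1 and Vim had 45.6 and 157 CPM (8 and 19 counts) in the EpiSC and 449 to 925 CPM (46 to 125 counts) in the ESC, so by these markers fibroblast RNA would add genes against ESC more than against EpiSC, though the EpiSC were not free of them. The EpiSC libraries had more gene counts (191571 and 220983) than the ESC libraries (115660 to 146249), and equal depths were not tested. The test of the distances over the 5 ESC and EpiSC lines cannot go below p = 0.1 (two-sided exact permutation test). A nearer state of iPSC to ESC is a hypothesis that these tests leave open. With strain as a covariate, 318 genes differed from ESC and 1208 from EpiSC. The 6 NOD/ShiLtJ and WSB/EiJ iPSC, in 2iS as the ESC were, differed from ESC in 184 genes. The EpiSC were the only lines in their medium, so for them medium was not separated from cell state.

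That the iPSC and ESC libraries differ was tested by 100 splits of these 15 libraries into groups of 12 and 3, drawn from the 455 possible. Of the 100, 1 gave as many as 248 genes, the real one, and the largest number in any other was 9. For the 6 NOD/ShiLtJ and WSB/EiJ iPSC and 3 ESC, 1 of the 84 splits, the real one, gave as many as 184 genes, and the largest number in any other split was 15. The ESC came from another laboratory and were at passage 6, the iPSC at passage 16 or later. The splits therefore cannot tell cell state apart from source or passage. Among the 12 iPSC libraries, 129S1/SvImJ male clones 1 and 17 each appear in both media, and the splits treat these libraries as independent.

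Between the 4 female and 4 male iPSC of WSB/EiJ and 129S1/SvImJ, 42 genes differed (355 at an unadjusted p under 0.05), and 1 of the 18 splits that keep strain balanced, the real one, gave as many, with at most 4 in any other. With 18 splits the share cannot fall under 0.05, so the splits alone neither show nor exclude a grouping by chance. Chromosome X held 21 of the 42 genes.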
